# Brg1 restrains the pro-inflammatory properties of ILC3s and modulates intestinal immunity

**DOI:** 10.1038/s41385-020-0317-3

**Published:** 2020-07-01

**Authors:** Xinyi Qi, Jinxin Qiu, Jiali Chang, Yan Ji, Qi Yang, Guoliang Cui, Liming Sun, Qian Chai, Jun Qin, Ju Qiu

## Abstract

Group 3 innate lymphoid cells (ILC3s), a subset of the innate lymphoid cells, are abundantly present in the intestine and are crucial regulators of intestinal inflammation. Brg1 (Brahma-related gene 1), a catalytic subunit of the mammalian SWI-SNF-like chromatin-remodeling BAF complex, regulates the development and function of various immune cells. Here, by genetic deletion of Brg1 in ILC3s (*Smarca4*^*ΔILC3*^), we prove that Brg1 supports the differentiation of NKp46^+^ILC3s by promoting the T-bet expression in NKp46^*−*^ILC3s, which facilitates the conversion of NKp46^*−*^ILC3s to NKp46^+^ILC3s. Strikingly, *Smarca4*^*ΔILC3*^ mice of the *Rag1*^*−/−*^ background develop spontaneous colitis accompanied with increased GM-CSF production in ILC3s. By construction of a mixed bone marrow chimeric system, we demonstrate that Brg1 enhances T-bet and inhibits GM-CSF expression in ILC3s through a cell-intrinsic manner. Blockade of GM-CSF ameliorates colitis in *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^ mice, suggesting that the suppression of GM-CSF production from ILC3s by Brg1 serves as a critical mechanism for Brg1 to restrain intestinal inflammation. We have further demonstrated that Brg1 binds to the *Tbx21* and *Csf2* gene locus in ILC3s, and favors the active and repressive histones modifications on gene locus of *Tbx21* and *Csf2* respectively. Our work reveals the essential role of Brg1 in intestinal immunity by regulating ILC3s.

## Introduction

Group 3 innate lymphoid cells (ILC3s) belong to the ILC lineages, which are composed of subsets of ILC3s that lack T- and B-cell antigen specific receptors.^1–3^ ILCs are abundantly present in mucosal tissues and play important roles in the initiation, progression, and resolution of inflammation. ILCs mirror T helper (Th) cells in the expression of transcription factors and functional cytokines.^1^ ILC3s are similar to Th17 cells, which are featured by the expression of retinoic acid-related orphan receptor gamma t (RORγt) and production of IL-17 and IL-22.^3^

In both humans and mice, ILC3s are found to be localized in the intestinal lamina propria and function as “double-edge sword” in intestinal inflammatory diseases.^4^ On one hand, ILC3s are important for immune defense against intestinal bacterial and viral infections.^5–7^ On the other hand, ILC3s have been shown to be pathogenic in innate colitis.^8,9^ The dual effect of ILC3s in intestinal inflammation is partially mediated through differential functions of cytokines produced by ILC3s. Except for IL-17 and IL-22, ILC3s have been reported to be able to produce IFN-γ, TNF-α, and GM-CSF.^10–12^ IL-22 is critical for inhibiting the expansion of pathogens by promoting antimicrobial peptides production from intestinal epithelial cells (IECs).^13^ Both IL-17 and IL-22 are important for maintenance of intestinal epithelial integrity by facilitating the regeneration of IECs.^14,15^ However, overt production of IL-17 and IL-22 could result in accumulation of neutrophils, which facilitates pathogen clearance but exacerbates tissue damage.^9,16^ Besides IL-17 and IL-22, IFN-γ produced by ILC3s has been suggested to contribute to the pathogenesis of innate colitis.^8,9,17^

GM-CSF has been shown to be detrimental in several human autoimmune diseases and in mouse studies, such as experimental autoimmune encephalomyelitis, rheumatoid arthritis, and inflammatory bowel diseases (IBD).^9,11,18–20^ ILC3s have been shown to be a major source for GM-CSF in the intestine.^12,21^ Microbiota-triggered cytokines, including IL-1β, tumor necrosis factor-like cytokine 1A (TL1A) and IL-23 produced by intestinal mononuclear phagocytes (MNPs), enhances GM-CSF production from ILC3s.^11,12,22^ Under the steady state, ILC3-derived GM-CSF is essential for the generation of CD4^+^ regulatory T cells (Tregs) by maintaining tissue-resident MNPs.^12^ Nevertheless, pathological level of GM-CSF produced by ILC3s causes mobilization of ILC3s within the intestinal lamina propria and exacerbates inflammation.^9,11^ GM-CSF production by colitogenic T cells is required for the recruitment of eosinophils to the intestine and exacerbates colitis.^18^ Therefore, an optimal dose of GM-CSF production from ILC3s is important for the balancing intestinal immune responses, and elaborating the molecular regulation of GM-CSF expression by intestinal ILC3s is critical.

According to the expression of surface molecules and functional diversity, ILC3s are classified into three subsets, which are NKp46^+^CCR6^*−*^ILC3s, NKp46^*−*^CCR6^+^ILC3s, and NKp46^*−*^CCR6^−^ILC3s.^10^ NKp46^+^CCR6^*−*^ILC3s (also characterized as NKp46^+^ILC3s) express T-bet and IFN-γ, whereas the NKp46^−^CCR6^+^ILC3s are T-bet^−^ and produce few IFN-γ.^10^ Studies on cell ontogeny of mouse ILC3s suggest that NKp46^+^ILC3s appear in the intestine at about 2 weeks of age and could be originated from a subset of T-bet^+^NKp46^*−*^CCR6^−^ ILC3s, a process dependent on Notch signaling and the transcription factor aryl hydrocarbon receptor (Ahr).^10,23–26^ NKp46^+^ILC3s may lose the expression of RORγt and become ILC1s, another subset of ILCs characterized by T-bet expression and IFN-γ production.^1,27,28^ Such processes could be driven by pro-inflammatory cytokines, including IL-12, IL-15, and IL-18, and is considered to contribute to the progress of IBD.^3,29^ Therefore, it is important to unveil the molecular mechanisms underlying the distribution, maintenance, and conversion of ILC3 subsets.

Brg1 (encoded by *Smarca4*) is a catalytic subunit of the mammalian BAF complex, which has ATPase activity and regulates the structure of chromatin by nucleosome positioning.^30,31^ BAF has been found to cooperate with transcription factors and bind to the chromatin, which usually promotes, but sometimes suppresses the transcription of target genes.^32–34^ BAF has been shown to facilitate the formation of accessible regions by eviction of polycomb repressive complexes from the chromatin and result in loss of H3K27me3, which causes the repressive state of the chromatin.^35,36^ Consistently, mutation of *Smarca4* has been reported to be associated with loss of H3K27ac, which marks active promoters or enhancers and gene transcription.^37^ However, in cases in which gene transcription is suppressed by BAF, Brg1 could be associated with and required for the formation of H3K27me3.^34^ Previous studies have demonstrated that Brg1 is important for the development, differentiation, and function of various cell types, including immune cells, such as B cells and helper T cells.^38–41^ We thus hypothesize that the development and function of ILC3s could be regulated by Brg1, which would have significant impact on intestinal inflammatory diseases.

By crossing *Smarca4*^*flox/flox*^ mouse to *Rorc-cre* mouse, we ablate Brg1 expression in ILC3s. We have also bred the *Smarca4*^*flox/flox*^*Rorc-cre* mouse to *Rag1*^*−/−*^ mouse to determine the adaptive immunity-independent function of Brg1 on ILC3s. We have found that Brg1 is required for the development of NKp46^+^ILC3s by supporting T-bet expression in NKp46^*−*^ILC3s and by promoting the conversion of NKp46^*−*^ILC3s to NKp46^+^ILC3s driven by Notch signaling. In mouse of the *Rag1*^*−/−*^ background, Brg1 limits the homeostatic expansion of ILC3s and suppresses the pathogenicity of ILC3s to cause colitis by inhibiting GM-CSF production. We have further demonstrated that Brg1 enhances the expression of *Tbx21*, whereas suppresses the expression of *Csf2* by differentially modulating the H3K27me3 and H3K27ac modifications on the locus of target genes. Our work has revealed a critical role of Brg1 in intestinal inflammation by regulating ILC3s.

## Results

### Brg1 constrains the homeostasis of intestinal ILC3s but sustains NKp46^+^ILC3s

We firstly analyzed the mRNA expression of *Smarca4*, which encodes Brg1, in purified subsets of ILC3s and lineage (Lin)^−^non-ILC3s by real-time RT-PCR (Fig. S1a). We detected comparable level of *Smarca4* mRNA expression in NKp46^+^ILC3s, NKp46^*−*^ILC3s and Lin^−^nonILC3s from both the small intestine and large intestine (Fig. S1a). To investigate the function of Brg1 in ILC3s, we crossed *Smarca4*^*flox/flox*^ mouse to *Rorc-cre* mouse to specifically delete Brg1 in ILC3s and T cells.^42,43^ We found the percentages of ILC3s among Lin^*−*^ cells and absolute numbers of ILC3s were increased in *Smarca4*^*flox/flox*^*Rorc-cre* (*Smarca4*^*ΔILC3*^) mice compared with littermate controls *Smarca4*^*flox/flox*^ (*Smarca4*^*f/f*^) mice in both small and large intestinal lamina propria lymphocytes (LPLs) (Fig. 1a–c). As a note, we used *Smarca4*^*f/f*^ mice as controls for *Smarca4*^*f/f*^*Rorc-cre* including mice crossed to *Rag1*^*−/*−^ and *Rorc*^*gfp/+*^ background. When analyzing the functional subsets of ILC3s, we observed a reduction in the proportion of NKp46^+^ILC3s among Lin^*−*^ cells and absolute numbers of NKp46^+^ILC3s in the small intestinal LPLs of *Smarca4*^*ΔILC3*^ mice, whereas the percentages and numbers of NKp46^−^ILC3s were increased in both small and large intestinal LPLs of *Smarca4*^*ΔILC3*^ mice compared with control group (Fig. 1a, d, e). The above data indicate that Brg1 supports the maintenance of small intestinal NKp46^+^ILC3s and may suppress the expansion of NKp46^−^ILC3s.

**Fig. 1:**
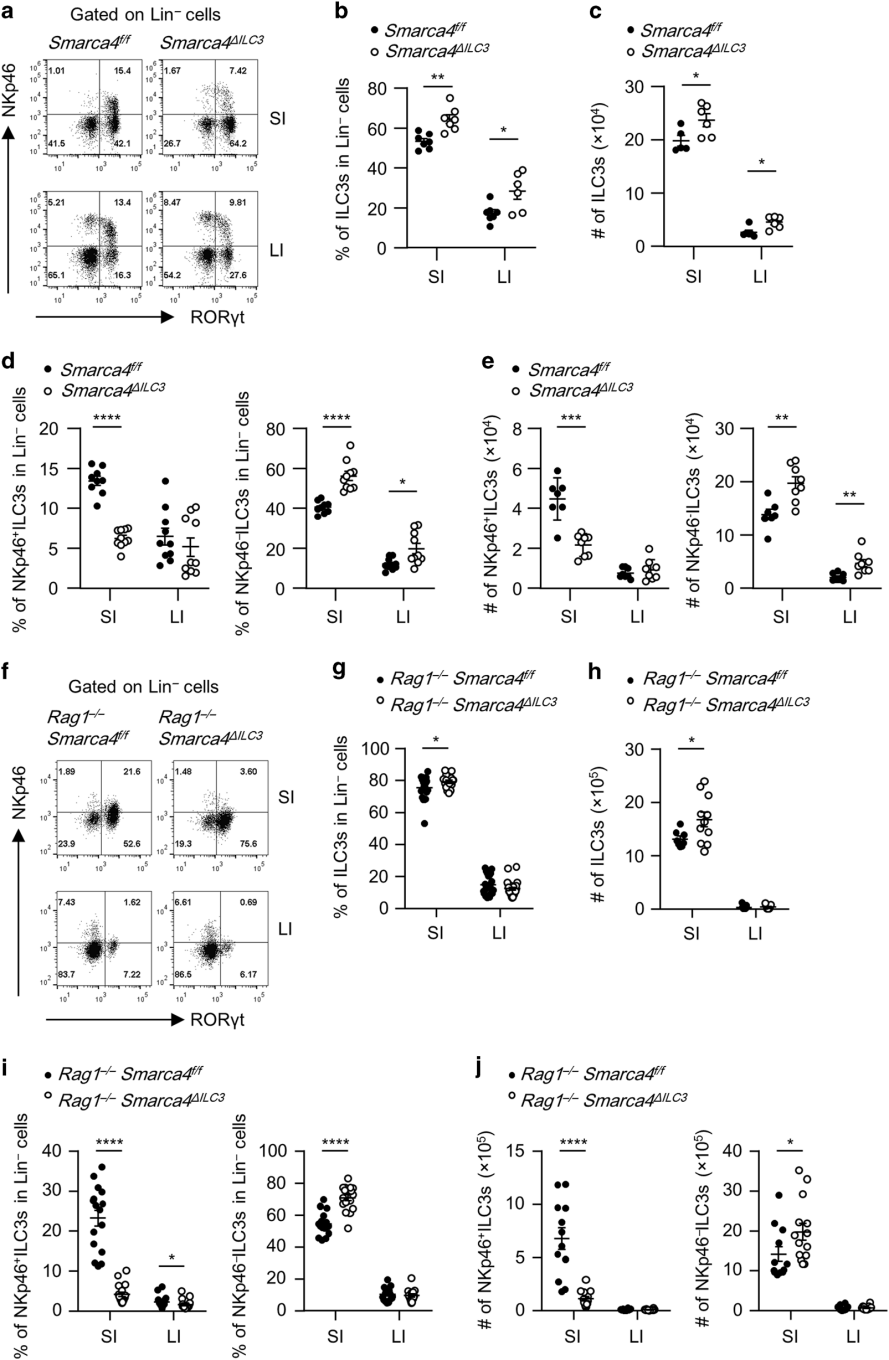
Brg1 constrains the homeostasis of intestinal ILC3s but sustains NKp46^+^ILC3s. **a**–**e** Small (SI) and large (LI) intestinal lamina propria lymphocytes (LPLs) were isolated from *Smarca4*^*f/f*^ or *Smarca4*^*f/f*^*Rorc-cre* (*Smarca4*^*ΔILC3*^) mice. (*n* = 5–10; representative of four experiments). **a** Representative flow cytometry plots for NKp46^+^ILC3s (Lin^*−*^RORγt^+^NKp46^+^) and NKp46^*−*^ILC3s (Lin^−^RORγt^+^NKp46^−^) gated on Lin^−^ cells. **b** Frequencies of ILC3s (Lin^−^RORγt^+^) in Lin^−^ cells. **c** Total numbers of ILC3s. **d** Frequencies of NKp46^+^ILC3s and NKp46^−^ILC3s in Lin^*−*^ cells. **e** Total numbers of NKp46^+^ILC3s and NKp46^−^ILC3s. **f**–**j** SI and LI LPLs were isolated from *Rag1*^*−/−*^*Smarca4*^*f/f*^ or *Rag1*^−*/−*^*Smarca4*^*f/f*^*Rorc-cre* (*Rag1*^*−/*−^*Smarca4*^*ΔILC3*^) mice. (*n* = 16–23; representative of 12 experiments). **f** Representative flow cytometry plots for NKp46^+^ILC3s and NKp46^−^ILC3s gated on Lin^*−*^ cells. **g** Frequencies of ILC3s in Lin^−^ cells. **h** Total numbers of ILC3s. **i** Frequencies of NKp46^+^ILC3s and NKp46^*−*^ILC3s in Lin^−^ cells. **j** Total numbers of NKp46^+^ILC3s and NKp46^*−*^ILC3s. **a**–**j** Data are represented as means ± SEM. Error bars show SEM. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Lin^−^, CD3ε^*−*^B220^*−*^CD11b^*−*^CD11c^−^.

A previous study has shown that deletion of Brg1 in T cells results in sporadic systemic autoimmunity in aged mice, mainly due to impaired function of Tregs.^39^ In *Smarca4*^*ΔILC3*^ mice lacking Brg1 in both ILC3s and T cells, we detected elevated levels of activated CD4^+^T cells as well as increased CD103 expression in Tregs, which was consistent with what has been found in *Smarca4*^*flox/flox*^*CD4-cre* or *Smarca4*^*flox/flox*^*Foxp*^*YFP-cre*^ mice (Fig. S1b–e).^39^ This potential pro-inflammatory environment in *Smarca4*^*ΔILC3*^ mice may affect intestinal ILC3s. We then firstly analyzed ILC3s in *Smarca4*^*flox/flox*^*CD4-cre* mice which had Brg1 deficiency in only T cells.^42^ We observed slight reduction in the percentages of total ILC3s and NKp46^−^ILC3s in large intestinal LPLs of *Smarca4*^*flox/flox*^*CD4-cre* mice, which was inconsistent with changes of ILC3s in *Smarca4*^*ΔILC3*^ mice (Fig. S1f–h). These data suggest that phenotypes of ILC3s in *Smarca4*^*ΔILC3*^ mice are not caused by indirect effect of Brg1 deficiency in T cells. To further eliminate the impact of Brg1-deficient T cells on ILC3s, we crossed *Smarca4*^*flox/flox*^*Rorc-cre* mouse to *Rag1*^*−/−*^ mouse which lacked T and B cells. Efficient deletion of Brg1 in ILC3s of *Rag1*^*–/–*^*Smarca4*^*flox/flox*^*Rorc-cre* (*Rag1*^*−/−*^*Smarca4*^*ΔILC3*^) mice was confirmed by real-time RT-PCR and flow cytometry (Fig. S1i, j). In *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^ mice, we consistently observed enhanced percentages and absolute numbers of ILC3s in the small intestine compared with littermate controls (Fig. 1f–h). Similar to *Smarca4*^*ΔILC3*^ mice of the immunocompetent background, percentages of NKp46^+^ILC3s was decreased and percentages of NKp46^−^ILC3s were increased among Lin^−^ cells from small intestinal LPLs of *Rag1*^*−/*−^*Smarca4*^*ΔILC3*^ mice (Fig. 1f, i). The above trend was also reflected by changes of absolute numbers of NKp46^+^ILC3s and NKp46^*−*^ILC3s in the small intestine (Fig. 1j). In the large intestine, percentages of NKp46^+^ILC3s in Lin^−^ cells were reduced in *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^ mice (Fig. 1f, i). NKp46^*−*^ILC3s could be further categorized to CCR6^+^ILC3s and NKp46^*–*^CCR6^*–*^ILC3s. We found that the percentages and numbers of NKp46^*–*^CCR6^*–*^ILC3s but not CCR6^+^ILC3s were increased in the small intestine of *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^ mice compared with controls (Fig. S1k–m). Percentages of CCR6^+^ILC3s but not absolute numbers were reduced in the large intestine of *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^ mice (Fig. S1k, m). Therefore, NKp46^−^CCR6^−^ILC3s but not CCR6^+^ILC3s account for the upregulation of small intestinal NKp46^−^ILC3s in *Rag1*^*−/*−^*Smarca4*^*ΔILC3*^ mice. Together, our data suggest that Brg1 is required for the maintenance of intestinal NKp46^+^ILC3s. Moreover, Brg1 constrains the homeostasis of intestinal ILC3s, which is especially obvious in the small intestine independently of the adaptive immune system.

### Ablation of Brg1 in ILC3s unleashes the proliferative capacity of ILC3s in a cell-intrinsic manner

To investigate the kinetics of Brg1 in restricting the homeostasis of intestinal ILC3s, we analyzed intestinal ILC3s from *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^mice and littermate controls during ontogeny. We found comparable levels of percentages and absolute numbers of ILC3s in Lin^−^ cells in the small intestine of newborn and 2-week-old *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^ mice, suggesting the increase of ILC3s is attributed to an accumulative effect during growth rather than an incidence from birth (Fig. 2a–c). RORγt has been reported to be expressed by a few non-ILC3 cell types.^44,45^ To stringently evaluate the function of Brg1 on ILC3s per se, we generated mixed bone marrow chimeric mice by mixing equal numbers of bone marrow cells from *Rag1*^*−/*−^*Smarca4*^*f/f*^ and *Rag1*^*−/*−^*Smarca4*^*ΔILC3*^mice with separate congenic markers, and transferring them to half-lethally irradiated *Rag2*^*−/−*^*Il2rg*^*−/−*^ mice which were deficient for adaptive immune cells and ILCs (Fig. S2).^46,47^ This also built a competitive environment for the growth of ILC3s from the donors. In the above system, we found Brg1-deficient ILC3s were significantly more abundant than controls among total ILC3s in both the small and large intestine (Fig. 2d, e). Consistently, we observed enhanced rate of proliferation in ILC3s from *Rag1*^*−/*−^*Smarca4*^*ΔILC3*^ donors compared to controls, as was indicated by increased percentages of Ki-67^+^ cells (Fig. 2f, g).^48^ Together, the data suggest that Brg1 constrains the homeostasis of ILC3s by suppression of cell proliferation through a cell-intrinsic mechanism.

**Fig. 2:**
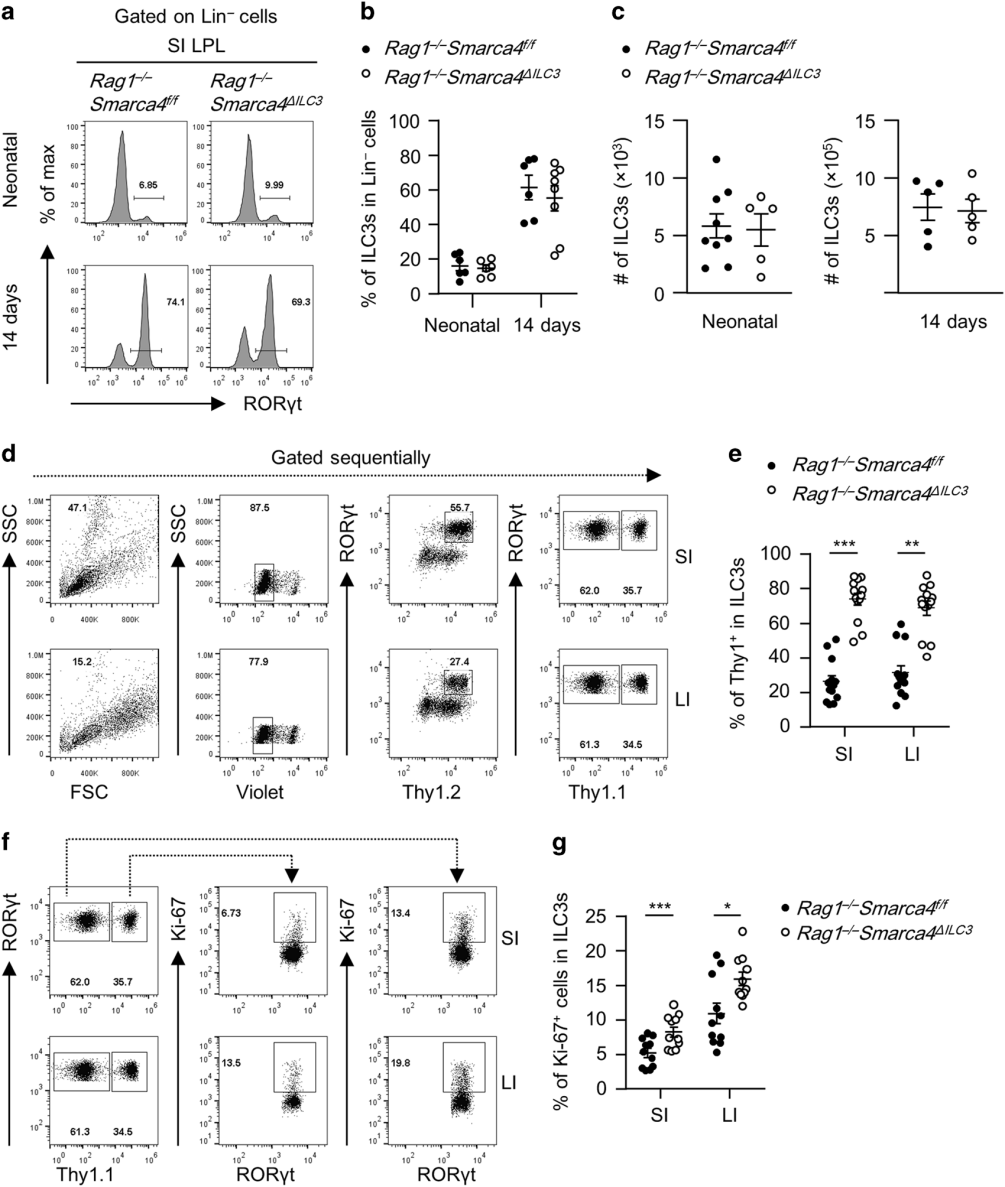
Ablation of Brg1 in ILC3s unleashes the proliferative capacity of ILC3s in a cell-intrinsic manner. **a**–**c** SI LPLs were isolated from neonatal or 14-day-old *Rag1*^*−/*−^*Smarca4*^*f/f*^ or *Rag1*^−*/−*^*Smarca4*^*ΔILC3*^ mice. (*n* = 5–9; Representative of five experiments). **a** Histogram plots of flow cytometry analysis for RORγt frequency gated on Lin^−^ cells. **b** Frequencies of ILC3s in Lin^−^ cells. **c** Total numbers of ILC3s. **d**–**g** Mixed bone marrow chimeric mice were constructed as in Fig. S2 and sacrificed for analyses 6 weeks later. (*n* = 11–13; representative of six experiments) (**d**) FACS gating strategies of ILC3s in SI and LI LPLs of mixed bone marrow chimeric mice. **e** Frequencies of ILC3s from indicated hosts among all ILC3s identified by the congenic marker Thy1. **f** Representative flow cytometry plots showing gating strategy for analyzing Ki-67 expression in ILC3s from indicated hosts identified by the congenic marker Thy1 based on total Thy1^+^ILC3s gate. **g** Frequencies of Ki-67^+^ cells in ILC3s. **a**–**g** Data are represented as means ± SEM. Error bars show SEM. *P < 0.05; **P < 0.01; ***P < 0.001. Lin^*−*^, CD3ε^*−*^B220^−^CD11b^−^CD11c^−^.

### Brg1 facilitates the conversion of NKp46^−^ILC3s to NKp46^+^ILC3s by promoting T-bet expression

The reduction of NKp46^+^ILC3s was readily to be detected in the small intestine of *Rag1*^−*/*−^*Smarca4*^*ΔILC3*^ mice at the age of 2 weeks, when NKp46^+^ILC3s starts to appear (Fig. 3a, b).^10^ The reduction of NKp46^+^ILC3s among total ILC3s in the absence of Brg1 compared with controls was also observed in the small intestine using the system of mixed bone marrow chimeric mice, in which Brg1-deficient and sufficient ILC3s existed in the same environment, further suggesting that Brg1 supports the maintenance of NKp46^+^ILC3s in a cell-intrinsic manner (Figs. 3c, d and S2).

**Fig. 3:**
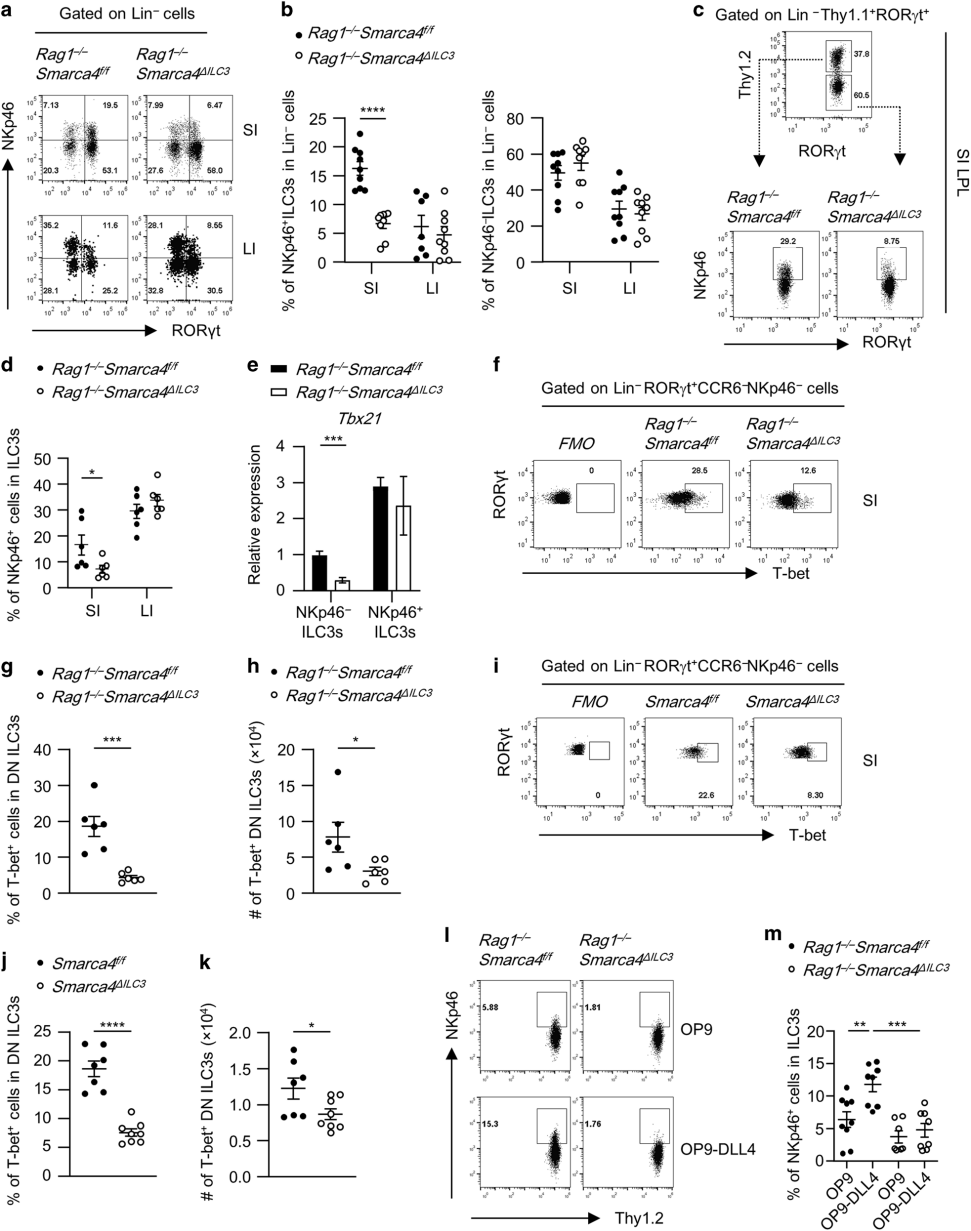
Brg1 facilitates the conversion of NKp46^−^ILC3s to NKp46^+^ILC3s by promoting T-bet expression. **a**, **b** SI and LI LPLs were isolated from 14-day-old *Rag1*^*−/−*^*Smarca4*^*f/f*^ or *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^ mice. (*n* = 9; representative of three experiments). **a** Representative flow cytometry plots for NKp46^+^ILC3s (Lin^−^RORγt^+^NKp46^+^) and NKp46^*−*^ILC3s (Lin^−^RORγt^+^NKp46^*−*^) gated on Lin^*−*^ cells. **b** Frequencies of NKp46^+^ILC3s and NKp46^*−*^ILC3s in Lin^*–*^ cells. **c**, **d** Mixed bone marrow chimeric mice were constructed as in Fig. S2, except for that three of the biological repeats were constructed using *Rag1*^*−/−*^ instead of *Rag2*^−*/−*^*Il2rg*^−*/*−^ mice as recipients. Mice were sacrificed for analyses 6 weeks later. (*n* = 6; representative of two experiments). **c** Representative flow cytometry plots showing percentages of NKp46^+^ILC3s among total Thy1^+^ILC3s in SI LPL from indicated donors. **d** Frequencies of NKp46^+^ILC3s in ILC3s from the small intestine of *Rag1*^*−/*−^*Smarca4*^*f/f*^ or *Rag1*^−*/−*^*Smarca4*^*ΔILC3*^ donor mice. **e** Relative expression of *Tbx21* in NKp46^+^ILC3s (CD45^low^Thy1.2^high^NKp46^+^) and NKp46^−^ILC3s (CD45^low^Thy1.2^high^NKp46^−^) sorted from the SI LPLs of *Rag1*^−*/*−^*Smarca4*^*f/f*^ or *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^ mice (*n* = 6, representative of two independent experiments). **f**–**h** SI LPLs were isolated from *Rag1*^−*/*−^*Smarca4*^*f/f*^ or *Rag1*^−*/−*^*Smarca4*^*ΔILC3*^ mice. **f** Representative flow cytometry plots for T-bet^+^ILC3s gated on Lin^−^RORγt^+^NKp46^−^CCR6^−^ ILC3s. **g** Frequencies of T-bet^+^ILC3s in Lin^*−*^RORγt^+^NKp46^−^CCR6^−^ ILC3s. **h** Total numbers of NKp46^−^CCR6^−^T-bet^+^ ILC3s. **i**–**k** SI LPLs were isolated from *Smarca4*^*f/f*^ or *Smarca4*^*ΔILC3*^ mice. (*n* = 6; representative of two experiments). **i** Representative flow cytometry plots for T-bet^+^ILC3s gated on Lin^*−*^RORγt^+^NKp46^−^CCR6^−^ ILC3s. **j** Frequencies of T-bet^+^ILC3s in Lin^−^RORγt^+^NKp46^*−*^CCR6^*−*^ ILC3s. **k** Total numbers of NKp46^*−*^CCR6^−^T-bet^+^ ILC3s. **l**, **m** Sorted NKp46^−^ILC3s were cultured on OP9-GFP or OP9-delta like canonical Notch ligand 4 (DLL4) for 7 days. (*n* = 7–9; representative of three experiments). **l** Representative flow cytometry plots for NKp46^+^ILC3s (NKp46^+^CD45^low^Thy1.2^high^) on ILC3s (CD45^low^Thy1.2^high^ cells). **m** Frequencies of NKp46^+^ILC3s in ILC3s. **a**–**m** Data are represented as means ± SEM. Error bars show SEM. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Lin^−^, CD3ε^−^B220^*−*^CD11b^−^CD11c^−^. DN ILC3s, Lin^−^RORγt^+^NKp46^−^CCR6^−^ ILC3s.

By breeding *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^ mice to *Rorc*^*gfp/gfp*^ mice, we generated the *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^*Rorc*^*gfp/+*^ mice with GFP indicating the RORγt expression.^49^ Reduced percentages of NKp46^+^ILC3s were consistently observed in *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^*Rorc*^*gfp/+*^ mice compared to *Rag1*^*−/−*^*Smarca4*^*f/f*^*Rorc*^*gfp/+*^ mice (Fig. S3a, b). Taking the advantage of GFP representing RORγt expression, we analyzed the cell apoptosis ex vivo in subsets of ILC3s. We found no difference in the rate of cell apoptosis in NKp46^+^ILC3s from both the small and large intestine of *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^*Rorc*^*gfp/+*^ mice compared to controls. Intriguingly, we found increased percentages of apoptotic cells in the large intestine of *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^*Rorc*^*gfp/+*^ mice (Fig. S3a, c). This was probably due to a pro-inflammatory environment in the large intestine of *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^*Rorc*^*gfp/+*^ mice (described in the next section). Previous research has demonstrated that NKp46^+^ILC3s may lose the expression of RORγt and become ILC1s.^27,28^ To test the impact of Brg1 on the conversion of ILC3s to ILC1s in the absence of Brg1, we crossed *Smarca4*^*ΔILC3*^ mouse to *Rosa26*^*LSL–YFP/+*^ mouse to track the fate of ILC3s.^50^ About 80% of ILC3s were YFP^+^ cells and this ratio was similar in mice with or without specific Brg1 deficiency in ILC3s (Fig. S3d). We found percentages of ILC1s among Lin^*−*^YFP^+^ cells (consisting both current and fate converted ILC3s) were comparable between *Rosa26*^*LSL−YFP/+*^*Smarca4*^*f/f*^*Rorc-cre* and *Rosa26*^*LSL−YFP/+*^*Smarca4*^*f/+*^*Rorc-cre* mice in both the small and large intestine, suggesting similar conversion rate of ILC3s to ILC1s in the presence or absence of Brg1 (Fig. S3e, f). The above data suggest the reduction of NKp46^+^ILC3s in *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^ mice is less likely to be due to different level of cell survival or the conversion of ILC3s to ILC1s.

Previous studies have shown that NKp46^+^ILC3s can be differentiated from T-bet^+^NKp46^*–*^ILC3s, a process that requires Notch signaling.^10,23–26^ Indeed, mRNA expression of *Tbx21*, which encodes T-bet, was significantly lower in NKp46^*−*^ILC3s of *Rag1*^−*/*−^*Smarca4*^*ΔILC3*^ mice compared with controls, whereas mRNA expression of *Tbx21* in NKp46^+^ILC3s was comparable (Fig. 3e). Specifically, NKp46^−^CCR6^−^ILC3s rather than NKp46^−^CCR6^+^ILC3s have been reported to possess the potential to generate NKp46^+^ILC3s.^10^ Consistently, reduced proportion of T-bet^+^ cells were found among NKp46^−^CCR6^*−*^ILC3s in *Rag1*^*−/*−^*Smarca4*^*ΔILC3*^ mice than controls (Fig. 3f, g), and absolute numbers of T-bet^+^NKp46^−^CCR6^−^ILC3s were decreased in the small intestine of *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^ mice (Fig. 3h). The reduction of T-bet^+^ cells among NKp46^−^CCR6^−^ILC3s was similarly found in the small intestine of immunocompetent *Smarca4*^*ΔILC3*^ mice compared with controls (Fig. 3i–k). In addition, NKp46^*–*^ILC3s purified from the small intestine of *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^ mice had a defect of converting into NKp46^+^ILC3s driven by Notch ligand compared with control group in an in vitro culture system (Fig. 3l, m). Together, these data suggest that Brg1 is required for the differentiation of NKp46^+^ILC3s by facilitating the conversion of NKp46^*−*^ILC3s to NKp46^+^ILC3s.

### *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^ mice develop spontaneous colitis due to the pathogenicity of ILCs

*Rag1*^−*/−*^*Smarca4*^*ΔILC3*^ mice developed spontaneous colitis at 6–8 weeks of age, characterized by opportunistic diarrhea, rectal prolapse, and rectal bleeding (Fig. S4a). Histological analyses showed that *Rag1*^*−/*−^*Smarca4*^*ΔILC3*^ mice had loosened stool (Fig. 4a). Hematoxylin and eosin (H&E) staining of colon sections revealed pathology of chronic colitis in *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^ mice featured by epithelial hyperplasia and increased infiltration of leukocytes (Fig. 4b, c). As a note, no inflammation was observed in the small intestine of *Rag1*^–*/–*^*Smarca4*^*ΔILC3*^ mice, as was indicted by the increased percentages and absolute numbers of neutrophils in the large but not small intestinal LPLs of *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^mice compared to controls, implying microbiota may be involved in the onset of colitis (Figs. 4d, e, S4b, c). The percentages and absolute numbers of eosinophils were similar in the large intestine of *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^ mice and controls (Fig. S4d, e). Since the deficiency of Brg1 was restricted to ILC3s in *Rag1*^−*/−*^*Smarca4*^*ΔILC3*^ mice, we reasoned that the colitis was caused by the pathogenicity of Brg1-deficient ILC3s. To test this hypothesis, we depleted ILC3s from *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^ mice using α-Thy1 neutralizing antibody.^51^ Strikingly, colitis was significantly ameliorated upon treatment of α-Thy1 antibody, as indicated by improved histological scores, decreased percentages, and absolute numbers of neutrophils in the large intestine of α-Thy1-treated *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^ mice compared with IgG-treated group (Fig. 4f–i). Together, the above data suggest that Brg1-deficient ILC3s are pathogenic and can cause spontaneous colitis in the absence of the adaptive immune system. Notably, we observed no signs of colitis in *Smarca4*^*ΔILC3*^ mice by the age of 8 weeks as indicated by similar level of neutrophil infiltration, in spite of increased T-cell activation probably due to defective function of Tregs in the absence of Brg1 (Figs. S1b, c, S4f, g). In addition, we found that the percentages of Tc17 cells (CD3^+^CD8^+^RORγt^+^ cells) in CD8+ T cells, percentages of Th17 cells (CD3^+^CD8^+^RORγt^+^ cells) in CD4+ T cells, as well as absolute numbers of Tc17 and Th17 cells were comparable between *Smarca4*^*ΔILC3*^ mice and *Smarca4*^*f/f*^ mice (data not shown). We reasoned that the inflammation triggered by Brg1-deficient ILC3s may be suppressed by the adaptive immune system, which has been shown to prevent overt innate responses.^52^

**Fig. 4:**
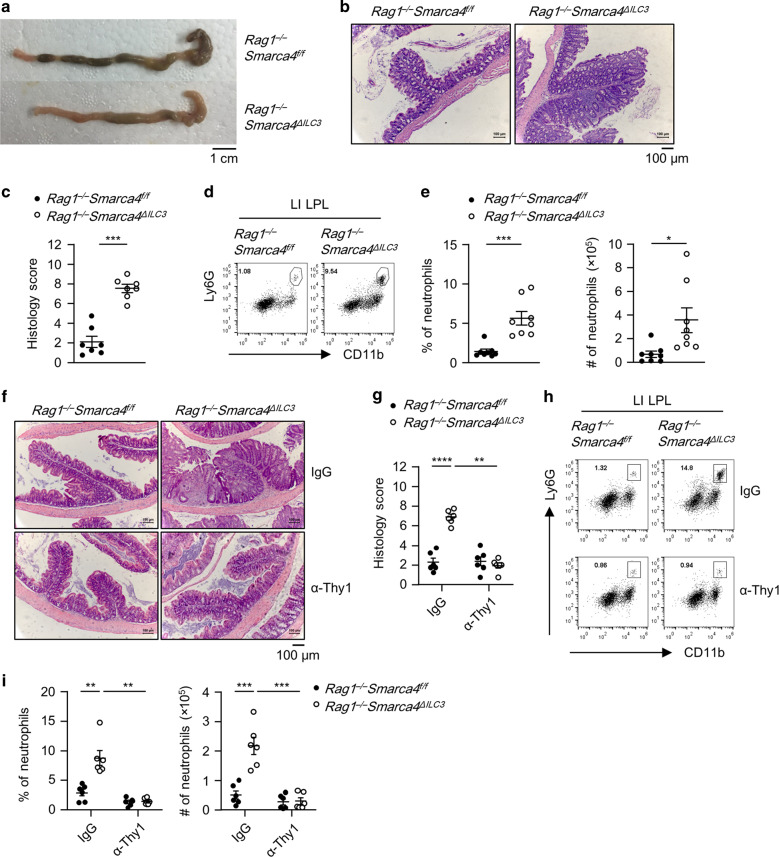
*Rag1*^*−/*−^*Smarca4*Δ^*ILC3*^ mice develop spontaneous colitis due to the pathogenicity of ILCs. **a**–**e** 6–8-week-old *Rag1*^*−/−*^*Smarca4*^*f/f*^ or *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^ mice were sacrificed for analyses. (*n* = 7–8; representative of three experiments). **a** Representative image of colon from mice with indicated genotypes. Scale bar is 1 cm. **b** Representative H&E staining of colon sections (magnification ×10) and histological score. Scale bar is 100 μm. **c** Histological scores of colon sections. **d** Representative flow cytometry plots for neutrophils (CD11b^+^Ly6G^+^) in LI LPLs. **e** Frequencies and total numbers of lamina propria infiltrating neutrophils. **f**–**i** 4-week-old *Rag1*^*−/−*^*Smarca4*^*f/f*^ or *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^ were treated with IgG or α-Thy1.2 antibody for 14 days and sacrificed for analyses. (*n* = 6; Representative of two experiments). **f** Representative image of H&E staining of colon sections (magnification ×10). Scale bar is 100 μm. **g** Histological scores of colon sections. **h** Representative flow cytometry plots for neutrophils (CD11b^+^Ly6G^+^) in LI LPLs. **i** Frequencies and total numbers of neutrophils in LI LPLs. **a**–**i** Data are represented as means ± SEM. Error bars show SEM. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Lin^−^, CD3ε^−^B220^−^CD11b^−^CD11c^−^.

### Effect of Brg1 on the transcriptome profile of ILC3s

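In the mixed bone marrow chimeras, small intestinal ILC3s of Brg1-sufficient and Brg1-deficient donor origin were sorted by the authors 6 weeks after transfer, and 2 libraries were sequenced for each group. The authors mapped the reads to GRCm38 with STAR v2.5, quantified genes with RSEM v1.2 on GENCODE M16, and deposited one FPKM value (fragments mapped per length of transcript and per number of fragments in the library) for each of 53379 genes in each library. Smarca4, which encodes Brg1, was at 17.1 and 16.7 FPKM in the 2 Brg1-sufficient libraries and at 9.98 and 9.03 FPKM in the 2 Brg1-deficient libraries. The Brg1-deficient mean was 56.2% of the Brg1-sufficient mean, and the log2 fold change was -0.77 (standard error 0.164, adjusted p = 0.153 from limma with Benjamini-Hochberg adjustment). Values per exon were not used here, so transcripts of the recombined allele were not separated from those of the intact gene. In mice of the Brg1-deficient donor genotype, the paper reports efficient loss of Brg1 in ILC3s by real-time RT-PCR and flow cytometry. Smarca4 lies on chromosome 9 of GRCm38 from 21616169 to 21704230. No read counts were used here, and the depth of each library is unknown. The sorted FPKM values of the 4 libraries were nearly identical. Of 13693 ranks with a mean FPKM above 1, 13596 (99.3%) differed by less than 1% across the libraries, and the largest value was 21159.06 FPKM in each. Quantile normalization gives such values, and the paper's text does not name that step. Any difference in total RNA between the groups is therefore absent from these values. Fold changes were computed on log2(FPKM + 1), which understates the change of genes with low FPKM. The test was limma with a trend of variance on expression, over the 14739 genes with a mean FPKM above 1 in either group. With 2 libraries against 2, an exact two-sided permutation test of a single gene cannot give a p below 0.33, so the adjusted p rests on the spread that limma shares across genes.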

To search for cell-intrinsic targets of Brg1 in ILC3s in a genome-wide scope, we isolated Brg1-deficient ILC3s and control ILC3s from the small intestine of mixed bone marrow chimeric mice as described above and performed transcriptome sequencing (Fig. S2). Within the expression of genes significantly changed above 2^0.5^-fold, downregulated genes (575) outnumbered upregulated genes (493) in Brg1-deficient ILC3s compared with controls, consistent with the previously reported role of Brg1 in favoring activation of gene transcription (Supplementary Data 1 and Fig. 5a). 

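At an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment, 33 genes were lower and 12 were higher in Brg1-deficient ILC3s than in controls. In each of these 45 genes, both libraries of one group were above both of the other. Such a separation was seen in 6574 (44.6%) of all genes tested, and chance gives 33.3%. The criteria the paper used for its gene list were a p under 0.05, an FDR under 0.4, an average FPKM above 5 in either group and a fold change of the mean beyond 0.5 on the log2 scale. By these criteria, 538 protein-coding genes were lower and 461 were higher here. Of the genes in the paper's list, 466 lower and 379 higher genes were also in these lists, and all 1068 moved in the direction the paper gives. The mean FPKM of both groups matched the paper's within 0.01 for all 1068. The shared direction therefore comes from the same values and is not independent support. The median log2 fold change of all genes tested was 0.03, in values whose distribution was made equal between libraries. Across genes, which are not independent replicates, log2(FPKM + 1) correlated at 0.948 between the 2 Brg1-sufficient libraries, at 0.966 between the 2 Brg1-deficient libraries, and at 0.93 to 0.952 between libraries of different groups. With the replicate number as a block, 248 genes were lower and 150 higher at an adjusted p under 0.05, and all 45 genes called without the block were among them. The paper's list criteria then gave 626 lower and 536 higher genes. The deviations of same-numbered libraries from their group means had a correlation of -0.00039 across genes. The number therefore took up no shared spread across the genes as a whole. The block left 1 residual degree of freedom per gene in place of 2, so less of each p-value rests on the gene's own spread. The smaller p-values under the block are thus not independent support. Without a filter on low FPKM, and also in limma without its trend, 0 genes passed an adjusted p under 0.05, where 1400 lower and 1308 higher or 965 lower and 903 higher genes had an unadjusted p under 0.05. The paper's list criteria gave 197 lower and 126 higher genes without the filter. With the filter, but an adjusted p under 0.05 in place of the p and FDR limits, they gave 23 and 6.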

Gene ontology analysis revealed that downregulated genes in Brg1-deficient ILC3s were enriched in immune responses, immune system process, inflammatory response, and regulation of cell proliferation pathways (Fig. S5a, b). 

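The gene ontology terms were not analysed here. Instead, 10 Reactome gene sets on topics near those of the paper's text were tested with a one-sided Fisher's exact test and Benjamini-Hochberg adjustment over the sets and both directions. The background was the 3150 protein-coding genes that had a mean FPKM above 5 in either group and belonged to any Reactome set. The lists by the paper's criteria placed 236 downregulated genes in it. The set Chemokine receptors bind chemokines held 11 of them among its 25 genes, where 1.87 were expected (odds ratio 10.1, adjusted p = 1.16e-05). Signaling by NOTCH held 11 of them among 55 genes, where 4.12 were expected (odds ratio 3.19, adjusted p = 0.0205). The Immune System set held 54 among 535 genes, where 40.1 were expected (odds ratio 1.5, adjusted p = 0.0629). Cytokine Signaling in Immune system held 14, where 11.6 were expected (adjusted p = 0.597). Cell Cycle, which is not the same as the paper's term regulation of cell proliferation, held 7 downregulated genes where 25.3 were expected (odds ratio 0.239, adjusted p = 1). With the lists from the fit that had the replicate number as a block, the chemokine set had an adjusted p of 7.38e-07, and both Signaling by NOTCH and Immune System had an adjusted p of 0.0557.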

And genes with increased expression in Brg1-deficient ILC3s were overrepresented in pathways of regulation of ion transmembrane transport, lipid metabolism process, and response to virus (Fig. S5a, c). 

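Of the upregulated genes, 170 were in the Reactome background, and none of the sets passed an adjusted p under 0.05 from the one-sided Fisher's exact test. Metabolism of lipids and lipoproteins held 21 upregulated genes among 256, where 13.8 were expected (odds ratio 1.65, unadjusted p = 0.0321, adjusted p = 0.161). Ion channel transport held 3 where 2.91 were expected, and Transmembrane transport of small molecules held 9 where 10.1 were expected. Interferon Signaling held 6 where 4.1 were expected (adjusted p = 0.581). Antiviral mechanism by IFN-stimulated genes held 2 where 1.19 were expected (adjusted p = 0.628). With the replicate number as a block in the fit, the lipid set held 24 of 189 upregulated genes (odds ratio 1.71, adjusted p = 0.0835), and the odds ratio of Ion channel transport went from 1.03 to 0.92.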

Our data have suggested that Brg1 promotes the conversion of NKp46^*−*^ILC3s to NKp46^+^ILC3s driven by Notch signaling, and Brg1 suppresses the pathogenicity of ILC3s to cause colitis. We therefore further screened the significantly changed genes with average FPKM value higher than 15 in either group and belonged to the categories of Notch signaling pathways and cytokine/cytokine receptors/chemokines/chemokines receptors (Fig. 5b, c). 

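The paper names 34 genes from these libraries in Fig. 5b, c, Fig. 7c and the text, Smarca4 included. All 34 moved in the paper's direction, with both libraries of one group above both of the other and an unadjusted p under 0.05 in limma. Over all genes tested, 4 of them (Il2, Il17f, Ifng and Ncr1) had an adjusted p under 0.05, and 21 did with the replicate number as a block. Adjusted over the 34 genes alone, all 34 passed, but the paper chose these genes by their change in the same libraries. Il17f, on chromosome 1 from 20777146 to 20790617, was at 488 ± 94.6 FPKM (SD, n = 2) in Brg1-sufficient ILC3s and at 2066 ± 302 FPKM (SD, n = 2) in Brg1-deficient ILC3s. Its log2 fold change was 2.08 (standard error 0.199, adjusted p = 0.0386 from limma with Benjamini-Hochberg adjustment). Csf2, on chromosome 11 from 54247271 to 54249667, rose from 222 ± 32 to 601 ± 52.2 FPKM (SD, n = 2 each). This was a log2 fold change of 1.44 (standard error 0.162, adjusted p = 0.0572 by the same limma test, or 0.00473 with the replicate number as a block). Csf2 was at 245 and 200 FPKM in Brg1-sufficient libraries 1 and 2, and at 564 and 638 FPKM in Brg1-deficient ones. Its levels did not follow the number, so its smaller p under the block does not come from pairing. Il2 rose from 6.28 ± 2.40 to 59.5 ± 0.191 FPKM, with a log2 fold change of 3.09 (standard error 0.256). Ifng went from 30.02 ± 10.3 to 3.32 ± 0.141 FPKM, with a log2 fold change of -2.80 (standard error 0.267). When each library was left out in turn, the log2 fold change stayed between 1.89 and 2.28 for Il17f and between 1.29 and 1.58 for Csf2. The difference was larger than the spread between replicates in each of these 4 genes. Ccr8, Ccl1 and Il17rb differed widely between the 2 Brg1-sufficient libraries, at 51.7 and 8.41 FPKM, 49.6 and 7.40 FPKM, and 29.9 and 9.96 FPKM, respectively. Ccr8 was at 0.23 and 0.24 FPKM in the Brg1-deficient libraries. The other 14 genes of a list of ILC2 genes had a median log2 fold change of -1.10. With log2(FPKM + 0.1), the log2 fold change of Ccr8 went from -4.17 to -5.97.

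**Figure D1:**
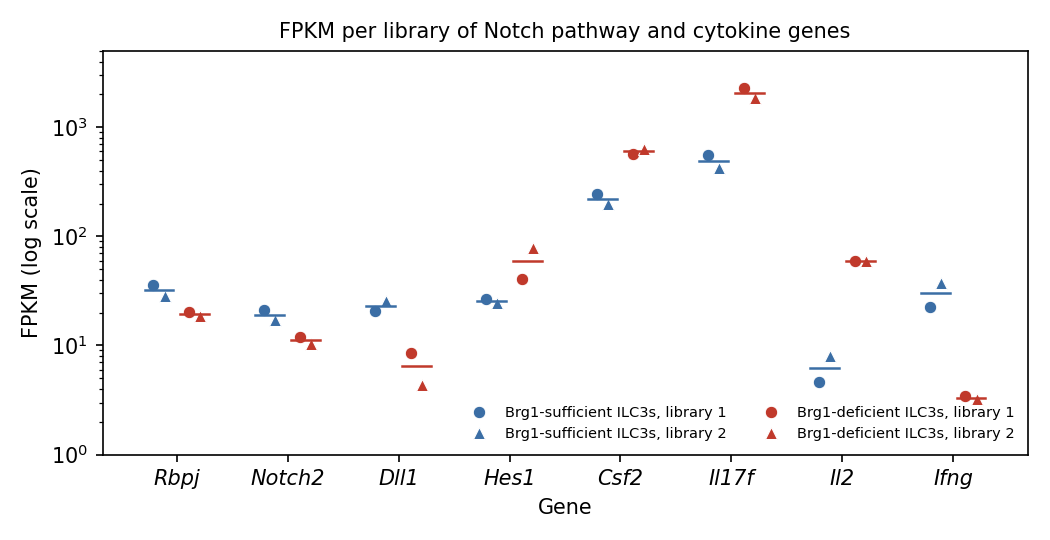
FPKM on a log axis of Notch pathway and cytokine genes in the 4 libraries, with circles for library 1, triangles for library 2 and horizontal lines for the mean of each group (n = 2). For each gene shown, both libraries of one group lie above both libraries of the other.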

Real-time RT-PCR was performed to confirm on the expression of the key candidates in ILC3s purified from *Rag1*^*−/*−^*Smarca4*^*ΔILC3*^ mice and control mice. Expression of *Notch2* and *Hes1* was increased, whereas and *Dll1* and *Rbpj* was decreased in Brg1-deficient ILC3s compared with controls (Fig. 5d). 

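In the libraries from the mixed chimeras, Notch2, on chromosome 3 from 98013527 to 98150361, was at 19.1 ± 2.97 FPKM (SD, n = 2) in Brg1-sufficient ILC3s. It was at 11.1 ± 1.26 FPKM (SD, n = 2) in Brg1-deficient ILC3s. The log2 fold change was -0.73 (standard error 0.191, adjusted p = 0.226 from limma with Benjamini-Hochberg adjustment). It stayed between -0.88 and -0.58 when each library was left out in turn. Dll1, on chromosome 17 from 15367354 to 15376872, went from 23.2 ± 3.26 to 6.49 ± 3.01 FPKM, a log2 fold change of -1.75 (standard error 0.314, adjusted p = 0.112 from limma, or 0.0141 with the replicate number as a block). Hes1, on chromosome 16 from 30064384 to 30067796, was at 26.7 and 24.3 FPKM in the Brg1-sufficient libraries. Its values in the Brg1-deficient libraries, 41.03 and 78.7 FPKM, were further apart than the group means. The log2 fold change of Hes1 was 1.13 (standard error 0.315, adjusted p = 0.245 from limma) and went down to 0.67 without Brg1-deficient library 2.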

The discrepancy trend of change in *Notch2* expression analyzed by RNA-seq compared with real-time RT-PCR was likely to be due to differential sources of ILC3s purified from mixed bone marrow chimeric mice or directly from adult *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^ versus *Rag1*^*−/−*^*Smarca4*^*f/f*^ mice separately. Among the significantly changed Notch signaling-related genes, cell-intrinsic expression of *Rbpj* as the classic Notch co-activator, has been clearly demonstrated to be crucial for the development of NKp46^+^ILC3s.^23^ The decreased expression of *Rbpj* in Brg1-deficient ILC3s may contribute to the defective differentiation of NKp46^+^ILC3s. 

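Rbpj, on chromosome 5 from 53466152 to 53657362, was at 32.3 ± 5.49 FPKM (SD, n = 2) in Brg1-sufficient ILC3s and at 19.5 ± 1.19 FPKM (SD, n = 2) in Brg1-deficient ILC3s of the mixed chimeras, or 60.4% of the control mean. The log2 fold change was -0.69 (standard error 0.18), and its unadjusted p of 0.0106 from limma became 0.223 after Benjamini-Hochberg adjustment over all genes tested. With the replicate number as a block, the adjusted p from limma was 0.106. The log2 fold change lay between -0.86 and -0.52 across the fits that each left out one library, so the 2 groups were further apart than the libraries within them. From the lower expression of Rbpj, a Notch co-activator needed for NKp46+ILC3s, the paper proposes a contribution to the defective differentiation of these cells.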

Strikingly, we confirmed the upregulated expression of *Il17f* and *Csf2*, two cytokines reported to be pathogenic in colitis in ILC3s from *Rag1*^−*/*−^*Smarca4*^*ΔILC3*^mice (Fig. 5e).^11,18,53^

**Fig. 5:**
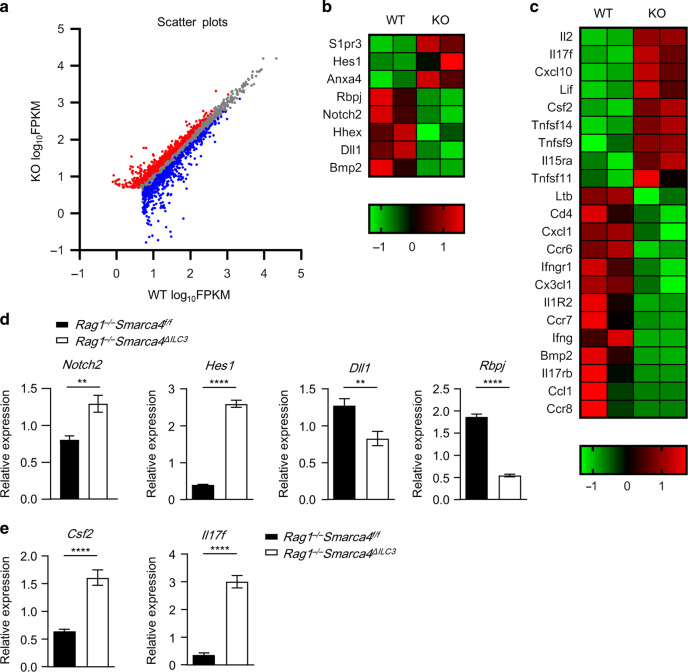
Effect of Brg1 on the transcriptome profile of ILC3s. **a**–**c** Mixed bone marrow chimeric mice were constructed as in Fig. S2 using Thy1.2/1.2*Rag1*^*−/−*^*Smarca4*^*f/f*^ and Thy1.1/1.2*Rag1*^*−/−*^*Smarca4*^*ΔILC3*^ donors. Biological duplicates of small intestinal ILC3s from the Brg1-deficient and sufficient donor origins were sorted for RNA-seq analysis. **a** Scattered plots showing Log_10_FPKM value of genes with FPKM > 5. Genes significantly upregulated (red) or downregulated (blue) for more than 2^0.5^-fold in ILC3s from *Rag1*^−*/*−^*Smarca4*^*ΔILC3*^ donors compared with controls were marked. **b** Heatmap of significantly changed genes (FPKM > 15) belong to the Notch signaling pathway (GO0007219). **c** Heatmap of significantly changed genes belonging to the categories of cytokines, cytokine receptor, chemokine, and chemokine receptors (KEGG_mmu04060). **d**, **e** ILC3s were sorted from the small intestine of *Rag1*^*−/−*^*Smarca4*^*f/f*^ or *Rag1*^−*/−*^*Smarca4*^*ΔILC3*^ mice. (*n* = 6; representative of two experiments). **d** Expression of *Dll1*, *Rbpj*, and *Notch2* was analyzed by real-time RT-PCR. **e** Expression of *Il17f* and *Csf2* was analyzed by real-time RT-PCR. Data are represented as means ± SEM. Error bars show SEM. **P < 0.01; ****P < 0.0001.

### Deletion of Brg1 endows ILC3s with pro-inflammatory property of producing GM-CSF

We then treated the small and large intestinal LPLs with or without a series of pro-inflammatory cytokines, which are usually present in the microenvironment of colitis, and analyzed the expression of GM-CSF and IL-17F at the protein level in Brg1-deficient or sufficient ILC3s.^12,18,22^ We found the expression of GM-CSF in ILC3s was significantly higher in Brg1-deficient ILC3s compared with controls in both the small and large intestine under neutral conditions (Fig. 6a–c). This trend was consistently maintained when small intestinal LPLs were stimulated with IL-23, and when large intestinal LPLs were stimulated with IL-1β, TL1A, and phorbol 12-myristate 13-acetate (PMA) plus ionomycin (Fig. 6b, c). Moreover, in immunocompetent *Smarca4*^*ΔILC3*^mice, GM-CSF expression from ILC3s was also found to be higher in the small and large intestine under neutral condition, as well as in the large intestine when LPLs were treated with IL-1β (Fig. S6a–c). In the mixed bone marrow chimeric system (Fig. S2), where ILC3s from *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^ mice and controls were resided in the same environment, we consistently observed higher level of GM-CSF expression from Brg1-deficient ILC3s than from control ILC3s in the presence and absence of inflammatory stimulus except for small intestinal LPLs stimulated with PMA plus ionomycin (Fig. S6d–f). The above data collectively suggest that Brg1 suppresses the production of GM-CSF by ILC3s through a cell-intrinsic mechanism.

**Fig. 6:**
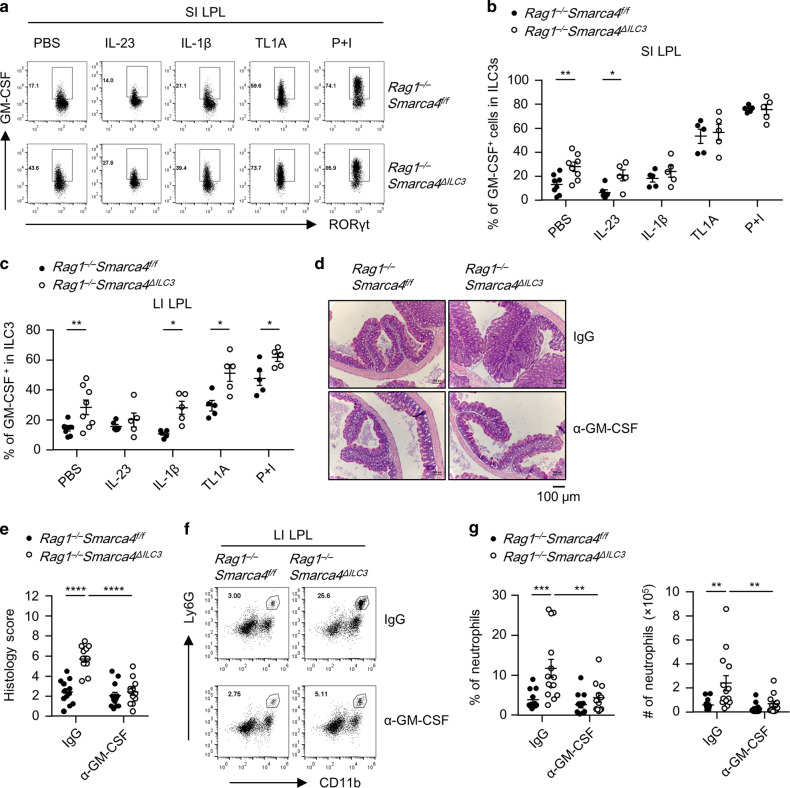
Deletion of Brg1 endows ILC3s with pro-inflammatory property of producing GM-CSF. **a**–**c** LPLs isolated from *Rag1*^−*/−*^*Smarca4*^*f/f*^ or *Rag1*^*−/*−^*Smarca4*^*ΔILC3*^ mice were stimulated with PBS, IL-23 (10 ng/ml), IL-1β (10 ng/ml) or TL1A (10 ng/ml) overnight or PMA plus ionomycin for 3 h prior to analyses. (*n* = 5–8; representative of four experiments). **a** Representative flow cytometry plots for GM-CSF (**a**) expression gated on ILC3s (CD45^low^Thy1.2^high^RORγt^+^) in SI LPLs. **b**, **c** Frequencies of GM-CSF^+^ cells in ILC3s from SI (**b**) and LI (**c**) LPLs. **d**–**g** 4–6-week-old *Rag1*^*−/−*^*Smarca4*^*f/f*^ or *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^ mice were treated with 250 μg of IgG or α-GM-CSF per mouse every 3 days for 14 days before analyses. (*n* = 12–14; representative of four experiments). **d** Representative H&E staining of colon sections (magnification ×10). Scale bar is 100 μm. **e** Histological scores of colon sections. **f** Representative flow cytometry plots for neutrophils (CD11b^+^Ly6G^+^) gated on live cells in LI LPLs. **g** Frequencies and total numbers of neutrophils in LI LPLs. **a**–**g** Data are represented as means ± SEM. Error bars show SEM. *P < 0.05; **P < 0.01; ***P < 0.001. Lin^*−*^, CD3ε^−^B220^*−*^CD11b^−^CD11c^−^.

ILC3s have been shown to be a dominant source of GM-CSF in the intestine.^11,12^ Therefore, the enhanced GM-CSF production from Brg1-deficient ILC3s was likely to be a key colitogenic factor for colitis in *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^ mice. To test this hypothesis, we treated mice with α-GM-CSF neutralizing antibodies in vivo. Strikingly, we found blockade of GM-CSF significantly ameliorated the colitis of *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^ mice, as was indicated by histological analyses showing reduced epithelial hyperplasia, leukocyte infiltration, and histology scores (Fig. 6d, e). Consistently, percentages and absolute numbers of neutrophils were decreased upon treatment with α-GM-CSF in the large intestine of *Rag1*^−*/−*^*Smarca4*^*ΔILC3*^mice compared with IgG group, whereas infiltration of eosinophils were similar (Figs. 6f, g, S6g, h). Therefore, we conclude Brg1 suppresses intestinal inflammation by restraining the GM-CSF production from ILC3s.

Expression of IL-17F was comparatively low in the small intestinal ILC3s from both *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^ mice and controls under the neutral condition (Fig. S7a–c). However, when small intestinal LPLs were treated with pro-inflammatory stimulus, and when the large intestinal LPLs were treated with or without inflammatory stimulus, IL-17F expression from Brg1-deficient ILC3s was observed to be higher than from control ILC3s (Fig. S7a–c). Nevertheless, treatment of IL-17F neutralizing antibody did not show ameliorative effect on colitis of *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^ mice, as was indicated by similar intestinal pathology revealed by H&E staining, similar histology scores, and comparable infiltration of neutrophils in *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^ mice treated with or without α-IL-17F (Fig. S7d–g). Therefore, the colitogenic pathogenicity of Brg1-deficient ILC3s is predominantly mediated by enhanced production of GM-CSF but not IL-17F.

### Brg1 regulates the epigenetic status of *Csf2* and *Tbx21* in ILC3s

As one of the central component of the BAF complex, Brg1 plays an essential role in chromatin remodeling.^30,31^ We then performed assay for transposase-accessible chromatin with high throughput sequencing (ATAC-seq) with ILC3s sorted from the small intestine of *Rag1*^*−/*−^*Smarca4*^*f/f*^ or *Rag1*^*−/−*^*Smarca4*^ΔILC3^ mice. We identified statistically differential open chromatin regions (OCRs) in wild-type and Brg1-deficient ILC3s respectively according to DEseq2 analysis with a cutoff value of 1.5-fold (Fig. 7a). 10,470 peaks were more accessible in wild-type ILC3s and were identified as “WT-ILC3-OCRs”, whereas only 5064 “Brg1-KO-ILC3-OCRs” were found (Fig. 7a and Supplementary Data 2). Consistently, significantly more motifs were identified from WT-ILC3-OCRs, including Tbx21 binding motif (Supplementary Data 3). This suggests the chromatin status was generally less accessible in ILC3s in the absence of Brg1. Majority of WT or Brg1-KO-ILC3-OCRs were distributed in intron and intergenic regions (Fig. 7b). An integrated analysis of ATAC-seq and RNA-seq (with a cutoff value of 1.2-fold) revealed that genes with significantly reduced expression in Brg1-deficient ILC3s had more overlap with WT-ILC3-OCRs (592) rather than Brg1-KO-ILC3-OCRs (154) (Fig. 7c). And slightly more Brg1-KO-ILC3-OCRs (291) than WT-ILC3-OCRs (202) overlapped with genes of increased expression in Brg1-deficient ILC3s (Fig. 7c). 

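On the RNA side of this comparison, 706 genes were lower and 666 were higher by more than 1.2-fold in Brg1-deficient ILC3s of the mixed chimeras, at a p under 0.05 and an FDR under 0.4 from limma and a mean FPKM above 5 in either group. With a mean FPKM above 1 the counts were 953 and 902, and with the replicate number as a block they were 849 and 801. The OCRs are the paper's, from ATAC-seq of other mice, and Supplementary Data 2 was used only for the gene names that come first in the alphabet, over the range that both lists cover. In that range, 995 genes had a WT-ILC3-OCR and 686 genes had a Brg1-KO-ILC3-OCR. Of 112 downregulated genes in the range, 65 (58.0%) had a WT-ILC3-OCR and 18 (16.1%) had a Brg1-KO-ILC3-OCR. Of 89 upregulated genes, 24 (27.0%) had a WT-ILC3-OCR and 28 (31.5%) had a Brg1-KO-ILC3-OCR. Of the 1094 other genes with a mean FPKM above 5, 24.3% and 17.5% had one. The 406 genes with only WT-ILC3-OCRs had a median log2 fold change of -0.08, and 245 of them were lower. The 239 genes with only Brg1-KO-ILC3-OCRs had a median of 0.125, and 152 of them were higher. The difference in medians was -0.20 (two-sided permutation test across genes, p = 1e-05, the smallest that the resamples can give), and genes are not independent replicates. Among genes with OCRs at the promoter, 31 with a WT-ILC3-OCR had a median of -0.66 and 36 with a Brg1-KO-ILC3-OCR had a median of 0.23. Among the genes shown in Fig. 7c, Tbx21 was at 4.21 and 6.04 FPKM in Brg1-sufficient ILC3s and at 1.28 and 0.90 FPKM in Brg1-deficient ILC3s. Its log2 fold change was -1.54 (standard error 0.287, adjusted p = 0.119 from limma with Benjamini-Hochberg adjustment). Ncr1 went from 33.4 ± 2.98 to 5.70 ± 0.460 FPKM (SD, n = 2 each), a log2 fold change of -2.36 with an adjusted p of 0.033 in the same limma test. The other 17 genes of a list of ILC1 and NK cell genes had a median log2 fold change of -0.81. Gzma, another gene of that list, had a log2 fold change of 2.01 (adjusted p = 0.153 from limma, or 0.022 with the block), and Tnfsf4 had one of 0.50 (adjusted p = 0.308).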

Among them, chromatins of fundamental genes regulating the development of NKp46^+^ILC3s, including *Rbpj*, *Dll1*, and *Tbx21*, were less accessible without Brg1 (Fig. 7c). And locus of pro-inflammatory genes, including *Csf2* and *Il17f*, were more accessible in Brg1-deficient ILC3s (Fig. 7c). Therefore, Brg1 promotes the differentiation of NKp46^+^ILC3s and restrains the pro-inflammatory properties of ILC3s by positively and negatively regulate the chromatin accessibility of target genes respectively.

**Fig. 7:**
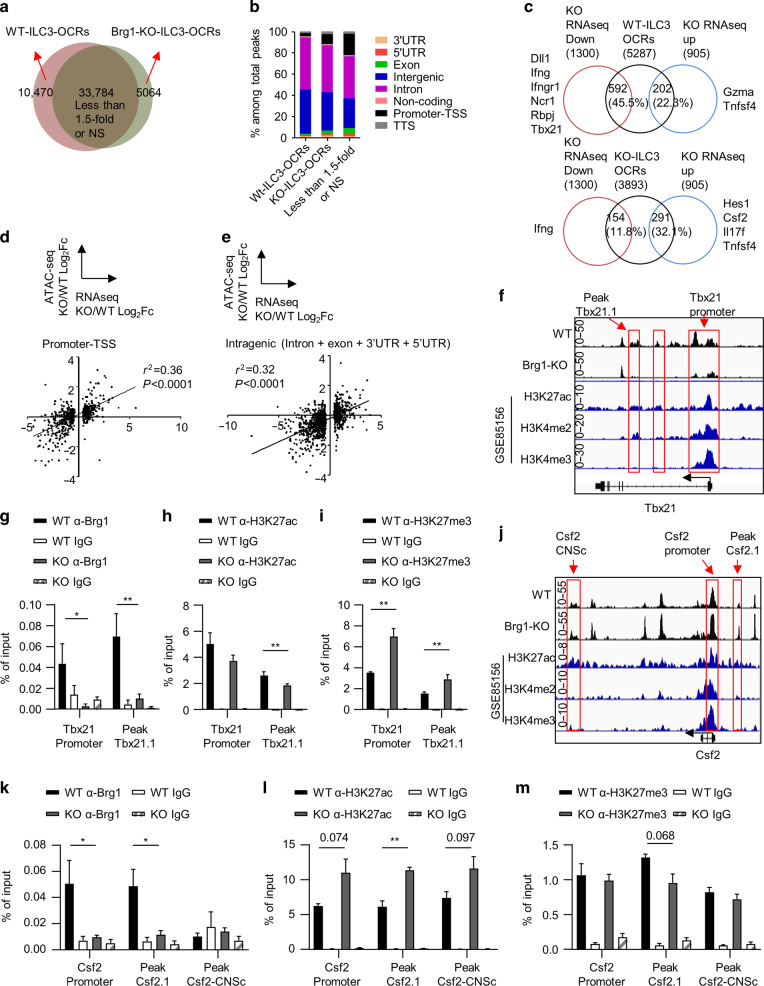
Brg1 regulates the epigenetic status of *Csf2* and *Tbx21* in ILC3s. **a**–**e**, **f**, **j** ILC3s (Thy1.2^high^CD45^low^ cells) were purified from the small intestine of *Rag1*^*−/−*^*Smarca4*^*f/f*^ or *Rag1*^*−/*−^*Smarca4*^*ΔILC3*^ mice and ATAC-seq was performed and analyzed. **a** Venn gram depicting numbers of WT-ILC3-OCRs, Brg1-KO-ILC3-OCRs with differential expression higher than 1.5-fold and the rest identified peaks. Definition of WT or Brg1-KO-ILC3-OCRs was described in methods. NS means no significant difference. **b** Proportions of different peak types among total peaks (see “Methods” for definition) were shown. **c** OCR correlated genes were overlapped with genes, the expression of which was upregulated or downregulated in Brg1-deficient ILC3s for higher than 1.2-fold from RNA-seq analysis performed in Fig. 5. Percentages of overlapped genes in total number of genes with upregulated or downregulated expression were calculated. Representative overlapped genes were listed. **d**, **e** Correlation analysis was performed on Log2 fold of gene expression (Brg1-deficient over wild-type ILC3s) and the average Log2 fold in accessibility of OCRs distributed at promoters (**d**) or intragenic regions (**e**). *R*^2^ indicate correlation coefficient. **f**, **j** Integrated visualization of ATAC-seq peaks at the Tbx21 (**f**) or Csf2 (**j**) locus in WT or Brg1-deficient ILC3s, together with published ChIP-seq data of small intestinal ILC3s (GSE85156). Red boxes highlight representative OCRs. **g**–**i**, **k**–**m** ILC3s from SI LPLs of *Rag1*^−*/−*^*Smarca4*^*f/f*^ and the *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^ mice were sorted for ChIP-qPCR analysis (*n* = 3–8; representative of four experiments). The amount of input DNA and pull-down DNA was quantified by real-time RT-PCR. Enriched associations of Brg1, H3K27ac, and H3K27me3 at the *Tbx21* locus (**g–i**) and *Csf2* locus (**k**–**m**) relevant to input was calculated and shown. (**g**–**I**, **k**–**m**) Data are represented as means ± SEM. Error bars show SEM. *P < 0.05; **P < 0.01.

We noticed that the accessibility along the same gene locus could be regulated bidirectionally by Brg1, such as *Ifng* and *Tnfsf4* (Fig. 7c). We then analyzed the correlation of the fold change in gene expression and an average fold in the accessibility of differential OCRs belonging to different regions. Compared with accessibility at the intergenic regions of gene locus, accessibility of the promoter and intragenic regions had higher level of positive correlation with the relative fold of mRNA expression, as was indicated by the correlation coefficient (Figs. 7d, e and S8a). Brg1 differentially regulates target genes in a promotive or inhibitory manner, which could be reflected with histone features as H3K27ac and H3K27me3 at the promoters or enhancers.^54^ Distribution of distal enhancers varies dramatically among different cell types.^55^ Visualization of representative target genes, including *Ifng*, *Ifngr1*, *Ncr1*, *Il17f*, *Tbx21*, and *Csf2*, with aligned comparison to previous published data on intestinal ILC3s showed that differential OCRs were overlapped with or adjacent to histone modifications indicative of promoters (H3K4me3), active transcription (H3K27ac), or potential regulatory regions (H3K4me2) such as enhancers (Figs. 7f, j, S8b–e).^56^ Using chromatin immunoprecipitation coupled with quantitative PCR (ChIP Q-PCR) analysis, we found strong associations of Brg1 with the promoter and region close to peak Tbx21.1, which were also WT-ILC3-OCRs (Fig. 7f, g). Moreover, there was an increase of H3K27me3 at the above two regions and a decrease in H3K27ac near peak Tbx21.1 without Brg1 (Fig. 7h, i), suggesting that Brg1 drives the transcription of Tbx21 by opening up and activating the *Tbx21* gene locus.

Although chromatin accessibility was enhanced at Csf2 without Brg1, we detected significant association of Brg1 with *Csf2* promoter and regions close to peak Csf2.1, which was more accessible in Brg1-deficient ILC3s (Fig. 7j, k). Meanwhile, enhanced H3K27ac was found at the above two regions, suggesting them to be active promoter and enhancers. Interesting, activity of Csf2-CNSc, which has been reported to regulate transcription of *Csf2* in T cells,^57^ was increased as indicated by elevated H3K27ac, though no association of Brg1 and Csf2-CNSc was detected (Fig. 7l). Meanwhile, H3K27me3 level adjacent to peak Csf2.1 was reduced without Brg1 (Fig. 7m). Our data suggest that Brg1 binds to *Csf2* locus directly and inhibits the transcription activity of *Csf2* by downregulating active histone modifications. Loss of Brg1 increases the accessibility of *Csf2* locus likely due to recruitment of transcriptional repressors, which is one of the previously proposed regulatory manner of the SWI/SNF complex.^58^

## Discussion

In this study, we have investigated the role of Brg1 on the development and function of ILC3s. We have found that Brg1 is required for the development of NKp46^+^ILC3s by promoting the conversion of NKp46^−^ILC3s to NKp46^+^ILC3s. In addition, Brg1 inhibits the homeostatic proliferation of ILC3s and the pathogenicity of ILC3s to cause colitis by suppressing GM-CSF production.

We found that *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^ mice developed spontaneous colitis at 6–8 weeks of age, which was caused by enhanced production of GM-CSF from Brg1-deficient ILC3s. In immunocompetent *Smarca4*^*ΔILC3*^ mice lacking Brg1 in both ILC3s and T cells, no discernable symptoms of colitis occurred before 8 weeks, although proportions of activated T cells was increased probably due to impaired function of Tregs.^39^ It is likely that the pathogenicity of ILC3s was inhibited by the adaptive immune system in immunocompetent *Smarca4*^*ΔILC3*^ mice.^52^ Firstly, numbers of ILCs were less in immunocompetent mice compared to *Rag1*^*−/*−^ mice.^59^ Therefore, even though GM-CSF production from *Smarca4*^*ΔILC3*^ mice was higher than controls, it may not mount a pathogenic level to cause colitis. Secondly, pro-inflammatory properties of myeloid cells, which are critical in exacerbation of colitis, could be inhibited by the adaptive immune cells.^52^ For instance, α-CD40 induces colitis only in immunocompromised mice.^60,61^ Another example is that spontaneous colitis happened in *Rag1*^*−/−*^*Tbx21*^−*/−*^ mice (TRUC mice) but not in *Tbx21*^*−/*−^ mice.^8,62^ However, it is likely that deficiency of Brg1 in ILC3s and Tregs collectively contribute to possible intestinal inflammation in aged *Smarca4*^*ΔILC3*^ mice. Since the role of Brg1 on ILC3s and T cells could not be dissected in *Smarca4*^*ΔILC3*^ mice, we did not analyze immune responses in aged *Smarca4*^*ΔILC3*^ mice. In the future, it would be interesting to investigate the role of Brg1 on ILC3s in immunocompetent environment using *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^ mice reconstituted with adaptive immune cells.

Colitis in *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^ mice was featured by infiltration of neutrophils but not eosinophils. Intriguingly, a previous study has suggested that GM-CSF is required for the infiltration of eosinophils but not neutrophils during colitis.^18^ Consistently, we observed a reduction of eosinophils after blockade of GM-CSF in *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^ mice, as well as a trend towards a reduction of eosinophils in *Rag1*^*−/−*^*Smarca4*^*f/f*^ mice. It is likely that enhanced level of GM-CSF works collectively with other cytokines derived from ILC3s or non-ILC3s to regulate the infiltration of neutrophils and eosinophils in *Rag1*^*−/*−^*Smarca4*^*ΔILC3*^ mice. A striking decrease of neutrophils accompanied amelioration of colitis was observed in *Rag1*^−*/−*^*Smarca4*^*ΔILC3*^ but not control mice after blockade of GM-CSF, suggesting that GM-CSF is the prerequisite, though may not be a unique factor in causing the disease.

We have shown that Brg1 suppresses the homeostatic expansion of ILC3s in the intestine. This was reflected more obviously in the small intestine but not in the large intestine of *Rag1*^*−/−*^*Smarca4*^*ΔILC3*^ mice under the steady state. In fact, a trend toward a decrease in the percentage of ILC3s was found in *Rag1*^*–/–*^*Smarca4*^*ΔILC3*^ mice. A reduction of ILC3s has been reported during innate colitis, which is correlated with the GM-CSF production and mobilization of ILC3s.^11^ Thus, the trend of reduced ILC3s in *Rag1*^−*/*−^*Smarca4*^*ΔILC3*^ mice could be secondary to spontaneous colitis. Notably, superior expansion of Brg1-deficient ILC3s over controls was observed in both the small and large intestine of the mixed bone marrow chimeric mice, in which no colitis occurred. The above data support a cell-intrinsic effect of Brg1 in suppressing the expansion of both small and large intestinal ILC3s.

We have found that Brg1 is required for the development of NKp46^+^ILC3s and the conversion of NKp46^*−*^ILC3s to NKp46^+^ILC3s in the provision of Notch ligand signal. Previous studies suggest that NKp46^+^ILC3s can be derived from the NKp46^−^CCR6^*–*^T-bet^+^ cells driven by Notch signaling.^23–25^ Consistently, we found the mRNA expression of *Tbx21* and *Rbpj*, a classical transcriptional co-activator of Notch signaling, was significantly decreased in Brg1-deficient NKp46^−^ILC3s.^63^ We detected binding of Brg1 to the locus of *Tbx21* but not *Rbpj* (data not shown) in ILC3s, indicating that RBP-J may be an indirect target for Brg1. RBP-J is curial for the development of NKp46^+^ILC3s and the acquisition of NKp46^+^ILC3s gene features.^23^ However, the molecular mechanism of how RBP-J regulates NKp46^+^ILC3s remains elusive. A previous study has demonstrated that an interaction between Brg1 and Baf60c-containing BAF complex and Notch complex is critical for induction of Nodal at the vertebrate node.^64^ Therefore, it is likely that RBP-J cooperates with Brg1-containing-BAF complex to promote the transcription of *Tbx21* in ILC3s, which is of interest to test in the future.

ILC3-derived GM-CSF has been indicated to be both protective and pathogenic in intestinal inflammation. The expression of GM-CSF needs to be intricately regulated to obtain an optimal dose for the benefit of immune homeostasis. Here, we have demonstrated the Brg1 suppresses the expression GM-CSF from ILC3s by facilitating the H3K27me3 and inhibiting the H3K27ac of the *Csf2* locus. In contrast, Brg1 promotes the expression of *Tbx21* by enhancing the H3K27ac and suppressing H3K27me3 modification. Both positive and negative regulations of gene transcription by BAF have been reported previously in different cell types.^33,34^ Our research has demonstrated that the dual manners of regulation by Brg1 are crucial for homeostatic function of ILC3s.

We have recently reported a synthetic lethality of phosphatase and tensin homolog (PTEN) and Brg1 in prostate cancers.^65^ And Brg1 antagonist has been shown to be effective in treatment of PTEN-deficient prostate cancer.^65^ Since Brg1 is expressed broadly in many types of cells, it is important to determine the function of Brg1 in different subsets of immune cells to avoid unappreciated effects from this potential treatment strategy. ILC3s are gut-resident lymphocytes that have been indicated to play important roles in intestinal infection, autoimmunity, and tumors.^4^ Importantly, intestinal immunity has been associated with systemic diseases through neuronal and metabolic mechanisms.^66,67^ Our work is valuable for understanding the potential risks for therapies targeting Brg1.

## Methods

### Mice

*Rag1*^*−/−*^, *Rorc*^*gfp/gfp*^, *Rorc-cre*, *Cd4-cre*, *Rosa26*^*LSL-YFP/+*^, and B6-Thy1.1 mice were purchased from Jackson laboratory. *Rag2*^*−/−*^*Il2rg*^*−/*−^ mouse was purchased from Taconic Biosciences. *Smarca4*^*flox/flox*^*(Smarca4*^*f/f*^*)* mouse was generated previously.^43^ *Rag1*^*−/−*^*Smarca4*^*f/f*^ mice were crossed to *Rag1*^*−/−*^*Smarca4*^*f/f*^ *Rorc-cre* mice to generate littermate *Rag1*^*−/*−^*Smarca4*^*f/f*^ and *Rag1*^*−/−*^*Smarca4*^ΔILC3^ mice, which were used for experiments in this study. Littermate *Rag1*^*−/−*^*Smarca4*^*f/f*^ and *Rag1*^*−/*−^*Smarca4*^ΔILC3^ mice were kept co-housed after weaning and during experiments. And for cases in which *Rag1*^*−/−*^*Smarca4*^*f/f*^ and *Rag1*^−*/−*^*Smarca4*^ΔILC3^ from different litters were used for experiments, they were gender/age matched and co-housed for more than 2 weeks. For mice of other genotypes used in this study, Brg1-deficient mice and control mice were littermate controlled and co-housed. Both male and female mice were used in this study. All mice were on C57BL/6 background and maintained in specific pathogen free facilities at Shanghai Institute of Nutrition and Health, Chinese Academy of Sciences. All mice experiments were performed in compliance with the guide for the care and use of laboratory animals, approved by the institutional biomedical research ethics committee of the Shanghai Institutes for Biological Sciences, Chinese Academy of Sciences.

### Isolation of intestinal lamina propria lymphocytes (LPLs)

The isolation of intestinal LPLs was performed as previously described.^7^ Briefly, small and large intestines were dissected. Fat tissues were removed. Intestines were dissected longitudinally and subsequently cut into several pieces, followed by washing with cold phosphate-buffered saline (PBS). To remove epithelial cells, the intestines were then incubated successively with 1 mM dithiothreitol (DTT)-PBS once for 10 min at room temperature (RT), and with 30 mM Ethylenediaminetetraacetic acid (EDTA)-PBS twice for 10 min at 37 °C while shaking at 250 rpm. The tissues were then digested with DNase I (Sigma; 150 µg/ml) and collagenase VIII (Sigma; 300 U/ml) in RPMI1640 medium (Thermo Fisher Scientific) at 37 °C in a 5% CO2 incubator for 1.5 h. The digested tissues were homogenized by vigorous shaking and filtered with a 100 µm cell strainer. Mononuclear cells were then harvested from the interphase of an 80 and 40% Percoll (GE Healthcare Life Sciences) gradient after spinning at 2500 rpm for 20 min at RT.

### Cell sorting and flow cytometry

Antibodies used for staining followed by flow cytometry analysis or cell soring were listed in Supplementary Table 1. Dead cells were identified using the LIVE/DEAD Fixable Violet Dead Cell Stain Kit (Thermo Fisher Scientific). Fc receptor blockade was performed using purified α-mouse CD16/CD32 (Supplementary Table 1) before surface staining. The Foxp3 staining kit (Thermo Fisher Scientific) was used for intracellular transcription factor staining. The BD Cytofix/Cytoperm kit was used for intracellular cytokine staining. For preservation of YFP, cells were incubated with 10% formaldehyde solution for 5 min at RT before intracellular transcription factor staining. For Brg1 staining, cells were fixed using the BD Cytofix/Cytoperm kit for 20 min after surface staining, followed by permeabilization using ice cold methanol. Flow cytometry data were collected using the Gallios flow cytometer (Beckman Coulter) and analyzed by FlowJo software (Tree Star Inc.). For detection of cytokine production, intestinal LPLs were treated with IL-1β (10 ng/ml), IL-23 (10 ng/ml), TL1A (10 ng/ml) or PBS control for 12 h, or with 50 ng/ml PMA (Sigma), and 500 ng/ml ionomycin (Sigma) for 3 h. And 2 μg/ml Brefeldin A (Sigma) was added to the culture for the last 3 h before cells were harvested for analysis. The lineage markers (Lin) were defined as CD3ε, B220, CD11b, and CD11c in all experiments. ILC3s were sorted as Thy1.2^high^CD45^low^ cells from *Rag1*^−*/−*^ mice or as Lin^−^RORγt-GFP^+^ cells from *Rorc*^*gfp/+*^ mice using BD FACSAria III or MoFlo Astrios (Beckman Coulter).^68^

### Cell culture medium

Reagents used for making complete medium for cell culture were from Thermo Fisher Scientific, except for IMDM and β-Mercaptoethanol (β-ME) were from Sigma-Aldrich. IMDM complete medium was prepared using IMDM medium supplemented with 10% fetal bovine serum, 2 mM L-glutamine, 1 mM sodium pyruvate, 1 mM HEPES, 50 µM β-ME, and 1% penicillin/streptomycin. α-MEM complete medium was prepared using MEM ALPHA supplemented with 20% fetal bovine serum, 1 mM HEPES, 50 µM β-ME, 100 U/ml penicillin, and 100 µg/ml streptomycin.

### ILC3 in vitro differentiation

5000–10,000 of OP9-GFP or OP9-DLL4 cells, generated previously,^69^ were plated into 96-well flat-bottom plate as feeder cells and cultured for overnight. NKp46^*−*^ILC3s were purified from small intestinal LPLs of *Rag1*^*−/−*^*Smarca4*^*f/f*^*Rorc-cre* or *Rag1*^−*/−*^*Smarca4*^*f/f*^ mice. Feeder cells were treated with mitomycin-C (50 µg/ml) for 30 min and cultured with 10,000–50,000 NKp46^−^ILC3s in α-MEM complete medium in the presence of 20 ng/ml Flt3L (Peprotech), 10 ng/ml IL-7 (Peprotech), and 10 ng/ml SCF (Biolegend) for 7 days before analysis.

### In vivo antibody treatment

α-Thy1.2 (30H12), α-GM-CSF (MP1–22E9), and α-IL17F (MM17F8F5.1A9) antibodies were purchased from BioXcell. Rat IgG was purchased from Sango Biotech. *Rag1*^*−/−*^*Smarca4*^*f/f*^*Rorc-cre* and *Rag1*^*−/*−^*Smarca4*^*f/f*^ mice were administered intraperitoneally with 250 µg per mouse of indicated antibodies or control IgG every 3 days continuously for 14 days before analysis.

### Construction of mixed bone marrow chimeric mice

Bone marrow cells from Thy1.2/1.2*Rag1*^*−/−*^*Smarca4*^*f/f*^ and Thy1.1/1.2*Rag1*^*−/*–^*Smarca4*^*ΔILC3*^ mice, or alternatively from Thy1.1/1.2*Rag1*^*−/*−^*Smarca4*^*f/f*^ and Thy1.2/1.2*Rag1*^*−/*−^*Smarca4*^*ΔILC3*^, or alternatively Thy1.1/1.2*Rag1*^*−/−*^*Smarca4*^*f/f*^ and Thy1.1/1.1*Rag1*^*−/−*^*Smarca4*^*ΔILC3*^, were mixed at 1:1 ratio (2.5 × 10^6^ cells from each donor) and transferred to sublethally (550 rads) irradiated *Rag2*^*−/*−^*Il2rg*^−*/−*^ mice. Mice were sacrificed for analyses 6–8 weeks later.

### Histological assessment of intestinal inflammation

Colons were dissected and fixed in 4% paraformaldehyde solution for at least 72 h and intestinal Swiss rolls were embedded in paraffin blocks. 4–7 µm of tissue sections were stained with H&E, and the severity of disease was scored according to a previously described criterion in a blinded fashion.^70^ In brief, four parameters were assessed and scored as 0–3: epithelial hyperplasia and goblet cell depletion, leukocyte infiltration in the lamina propria, area of tissue affected, and markers of severe inflammation such as submucosal inflammation. A sum score for the four parameters was calculated, and the histological score for one section was the average of sum scores from four quadrants scopes of each section.

### Detection of mRNA by real-time RT-PCR

RNA was isolated with Trizol reagent (Invitrogen). cDNA was synthesized using a GoScript™ Reverse Transcription kit (Promega). Real-time PCR was performed using SYBR Green Master Mix reagents (Roche) and primer mixtures (Supplementary Table 2) were used for the real-time PCR. Reactions were run with the Chromatin Immunoprecipitation (ChIP) coupled with quantitative PCR. The results were displayed as relative expression values normalized to β-actin.

### RNA-seq analysis

Bone marrow cells from Thy1.2/1.2*Rag1*^*−/*−^*Smarca4*^*f/f*^ and Thy1.1/1.2*Rag1*^*−/*−^*Smarca4*^*ΔILC3*^ mice were mixed at 1:1 ratio (2.5 × 10^6^ cells from each donor) and transferred to sublethally (550 rads) irradiated *Rag2*^*−/*−^*Il2rg*^*−/*−^ mice. Recipient mice were then sacrificed for 6 weeks later. ILC3s from the Thy1.2/1.2*Rag1*^−*/*−^*Smarca4*^*f/f*^ origin (Thy1.2^high^Thy1.1^*−*^CD45^low^) and the Thy1.1/1.2*Rag1*^−*/*−^*Smarca4*^*f/f*^*Rorc-cre* origin (Thy1.2^high^Thy1.1^+^CD45^low^) were sorted from the small intestinal LPL by flow cytometry and lysed in Trizol (Invitrogen). Total RNA was extracted. Biological duplicates were generated for each group. Construction of the cDNA library and 50 bp single end transcriptome sequencing were performed by BGI Genomics, BGI-Shenzhen, as following. First-strand cDNA was generated by SuperScript III reverse transcriptase (Thermo Fisher Scientific). Free primers were removed using Exonuclease I (New England Biolabs). 3′ poly (A) tailing was done by adding terminal deoxynucleotidyl transferase (Thermo Fisher Scientific). Then, the second-strand cDNA was synthesized and the cDNA was amplified by PCR. PCR products were purified with Ampure XP Beads (Beckman Coulter). After that, second round of PCR was performed and PCR products were fragmented by a sonicator (Covaris). End repaired was performed and A-tailing was added. Adaptor ligation was done and the cDNA was further amplified by PCR and purified with Ampure XP Beads. Fragment sizes were checked using Agilent 2100 bioanalyzer instrument (Agilent DNA 1000 Reagents) and the library was quantified by real-time quantitative PCR (Q-PCR) (TaqMan Probe). The qualified libraries were amplified on cBot to generate the cluster on the flowcell (TruSeq PE Cluster Kit V3–cBot–HS, Illumina). And the amplified flowcell was sequenced single end on the HiSeq 2000 System (TruSeq SBS KIT-HS V3, Illumina) with reading length of 90 bp. Reads were mapped to Mouse Genome Assembly GRCm38.p5 by STAR v2.5. Gene and isoform expression quantification was called by RSEM v1.2 with default parameters on GENCODE mouse M16 gene annotation file. Differential expression analysis was performed by Bioconductor package edgeR v3.18.1. Significantly changed genes were chosen according to two criteria: (1) significance level FDR < 0.05; (2) expression level average FPKM values bigger than 1 in either treatment or control groups. The fastq files were stored in the Gene Expression Omnibus public database (accession no. GSE133853). Significantly changed genes used for gene ontology enrichment analysis using the website of DAVID Bioinformatics Resources 6.8 (https://david.ncifcrf.gov/), were filtered with the following criteria: (1) significance level *p* < 0.05, FDR < 0.4; (2) expression level average FPKM values bigger than 5 in either group. (3) Fold change of mean expression between KO and WT group is more than 2^0.5^. Normalized heatmap was based on the standard score (*Z* score) and generated with GraphPad Prism program. The standard score of a raw score × is $$Z \,=\, \frac{{x \,-\, \mu }}{\sigma }$$. *μ* is the mean of the FPKM value of each sample and σ is the standard deviation of the FPKM value of each sample.

### ATAC-seq analysis and integrated analysis with RNA-seq

Biological triplicates of 50,000 ILC3s (Thy1.2^high^CD45^low^ cells) sorted by flow cytometry from the small intestine of 7–9-week-old *Rag1*^*−/−*^*Smarca4*^*f/f*^ or *Rag1*^*−/*−^*Smarca4*^*ΔILC3*^ mice were subjected to ATAC-seq analysis. Library preparation was performed using TruePrepTM DNA Library Prep Kit V2 for Illumina® kit from Vanzyme (Nanjing, China). 1.2 × Agencourt AMPure XP beads (Beckman Coulter) were used to purify libraries for sequencing. One hundred fifty paired-end sequencing was performed with Navoseq 6000.

ATAC-seq data analyses were performed by DIATRE Biotechnology, Shanghai, China. Raw sequence reads were initially processed by FastQC for quality control, and then adapter sequences and poor quality reads were removed. Quality filtered reads were then mapped to mouse genome (mm10) using Bowtie2, and only uniquely mapped reads were kept. Sam files were converted to Bam format using Samtools. Peak calling was done using MACS2 with an initial threshold *q-*value of 0.01 as cutoff. Differentially expressed ATAC-seq peaks were identified by firstly quantifying peak signal using bedtools multicov, and then using DESeq2 for differential analysis. Peaks with differential expression of more than 1.5-fold were designated as specific OCRs for wild-type ILC3s (WT-ILC3-OCRs) or for Brg1-deficient ILC3 (Brg1-KO-ILC3-OCRs). Visualization of read count data was performed by converting raw bam files to bigwig files using IGV tools. The accession number for ATAC-seq data is GEO: GSE148078. For integrated analysis of ATAC-seq and RNA-seq data (done in Fig. 5), the correlation of mRNA expression (Brg1-deficient ILC3 over WT ILC3) with chromatin accessibility was performed using Log2 fold change of mRNA expression with average Log2 fold change of accessibility of peaks in promoter, intragenic (5′UTR + 3′UTR + exon + intron) or intergenic regions annotated by Homer2 (Brg1-deficient ILC3 over WT ILC3). Average folder change of accessibility was calculated by fold in accessibility of all observed peaks divided by the number of observed peaks.

### Chromatin immunoprecipitation (ChIP)-quantitative PCR (qPCR) assays

FACS-sorted ILC3s were fixed by 1% formaldehyde (Sigma) and fragmented by sonication to 100–500 bp. α-H3K27ac (Abcam, ab4729), α-H3K27me3 (Abcam, ab222481), α-Brg1 (Abcam, ab215998) antibody or Rabbit IgG (Abcam, ab171870) were then used for immunoprecipitation. After being washed and reverse crosslinked, the pull-down DNA, as well as the input DNA, was purified by ethanol precipitation and quantified using real-time PCR. Primers used for ChIP-qPCR were listed in Supplementary Table 2.

### Statistical analysis

Unless otherwise noted, Kolmogorov–Smirnov test was performed for normality tests. Statistical analysis was then performed using the unpaired Student’s *t* test as parametric tests or Mann–Whitney test as nonparametric tests on individual biological samples using GraphPad Prism program. Data from these experiments are presented as mean values ± SEM. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

## Supplementary information

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

How the deposited data were processed for this re-analysis (not part of the article)

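RNA was sequenced from small intestinal ILC3s of mixed bone marrow chimeras, in 2 libraries from Brg1-sufficient and 2 from Brg1-deficient donor origin. The authors mapped the reads to GRCm38 with STAR v2.5, quantified genes with RSEM v1.2 on GENCODE M16, tested differences with edgeR v3.18.1, and deposited FPKM values per gene and library. The sorted FPKM values were nearly identical in the 4 libraries, as quantile normalization gives, and this was already so in the deposited values. Read counts were not used here, so the depth per library is unknown and no interval for counting error was computed. The libraries listed between 30046 and 36929 genes above 0 FPKM.

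The libraries were grouped by donor genotype, matched by genotype and number. Genes with a mean FPKM above 1 in either group were tested, 14739 in all, of which 11069 were protein-coding. The test was limma 3.58.1 (lmFit, and eBayes with a trend) in R 4.3.3 on log2(FPKM + 1), with Benjamini-Hochberg adjustment over the genes tested. A test on counts was written down as the first choice, with limma for the case that only FPKM values could be used. The groups, the tests, the gene lists, the rule for the named genes and the alternatives were set before the data were examined, except where the closing part says otherwise. The counts were of genes at an adjusted p under 0.05, protein-coding genes by the criteria the paper gives for its list, and genes changed by more than 1.2-fold by the same criteria without the limit to protein-coding genes. The named genes are those the paper names from these libraries, and the 5 with the largest log2 fold change in each direction among genes with an adjusted p under 0.05, a mean FPKM above 5 in either group and no overlap between the groups. One of those, Il2, is also named by the paper.

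Reactome gene sets came with fgsea 1.28.0 and were tested with Fisher's exact test. Marker lists of 12 cell types, programmes or Y-linked genes were compared with 10000 random lists of the same size, matched on mean expression in 20 bins, and the lists' p-values were adjusted by Benjamini-Hochberg. These comparisons are across genes and describe these libraries. Differences in medians between accessibility classes were tested with 100000 permutations. Gene positions, transcript lengths and GC content came from GENCODE M21 on GRCm38, in which 53274 of the 53379 genes were found by identifier.

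The numbers that libraries of both groups share come from the sample labels, and neither the labels nor the paper's text says that they pair the libraries. Fits with and without the number as a block were therefore both made. The other alternatives were a pseudocount of 0.1, no filter on low FPKM, quantile normalization, limma without the trend, other limits for the lists, and leaving out each library in turn. The scripts were tested on simulated data with 2 libraries per group. At an adjusted p under 0.05, 66 of 108 genes with a 2-fold change and 90 of 92 with a 4-fold change were recovered, and 12 of 14812 unchanged genes were called. With no change simulated, 0 of 15015 genes were called. In these simulations genes of similar expression had the same spread, and changes were planted only among the more highly expressed genes. The spread of deposited genes was uneven, so these rates may not hold for them.

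The ATAC-seq libraries were not analysed here. The correlation of expression with accessibility and the RT-PCR and flow cytometry data were not analysed here.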

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

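The tests of short transcripts and of the parents of pseudogenes were chosen after the result was seen.

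The paper's gene lists hold protein-coding genes. Among 1006 genes of other biotypes with a mean FPKM above 5 in either group, 106 were lower and 107 were higher in Brg1-deficient ILC3s by the other criteria of the paper's list. At an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment, 10 were lower and 6 were higher. The 213 genes included 43 processed pseudogenes, 25 lincRNAs, 25 snoRNAs, 23 miRNAs and 12 segments of T cell receptor or immunoglobulin genes, which are not noncoding. Of the genes with the largest changes, Trbj1-6, Snord78, Gm44313 and Mir7657 were listed at 0 in both Brg1-deficient libraries, and Gm42845, Gm27553 and Mir1898 were listed at 0 in both Brg1-sufficient libraries. Their values in the other group differed between replicates to different degrees, from 68.5 and 20.6 FPKM for Gm42845 to 15.7 and 18.0 FPKM for Gm27553. The longest transcripts of these genes were short, from 53 bases for Trbj1-6 to 138 bases for Gm44313. Few reads could therefore give such values.

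Reads of neighbouring genes are a possible explanation for part of this signal. Of the 213 genes, 31 (14.6%) lay within 5 kb of a protein-coding gene that passed the same criteria in the same direction. Of 792 genes of these biotypes that did not pass, 45 (5.68%) lay as close to any such protein-coding gene (one-sided Fisher's exact p = 4.26e-05). The values are not known to be specific to a strand. Pseudogenes made up 26.8% of the genes that passed and 36.1% of the others (one-sided Fisher's exact p = 0.996), but reads shared with parent genes need not raise that share, so this does not exclude them. Of the 57 pseudogenes that passed, 13 are named after a protein-coding gene that was tested, and 1 of these parents, Gpx4, passed in the same direction. The parents of the other pseudogenes were not looked up. Few reads on short transcripts would give more short genes among those that passed. Transcripts under 200 bases made up 30.5% of them and 29.2% of the others (one-sided Fisher's exact p = 0.38), and 14 of the short ones were listed at 0 in both libraries of a group. Neighbouring reads may account for up to 31 of the 213 genes. For the rest, a biological cause was not told apart from RNA of other cell types in the sorts. For the pseudogenes among them, it was also not told apart from reads shared with parent genes. For short transcripts listed at 0 in both libraries of a group, few reads were not excluded either. Depth per library is unknown, so counting error in genes listed at 0 was not assessed.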

How the results depend on the processing

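The removal of trends on transcript length and GC content, and the fits without one library for the marker lists and the accessibility classes, were added after the data were seen.

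At an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment, 33 genes were lower and 12 higher. With the replicate number as a replicate block the counts were 248 and 150, and same-numbered libraries' deviations from the group means correlated at -0.00039 across genes. With no filter on low FPKM they were 0 and 0 (1400 and 1308 at an unadjusted p under 0.05), and with limma without trend 0 and 0 (965 and 903 unadjusted). With log2(FPKM + 0.1) they were 32 and 11, and with the length and GC trends removed 30 and 10. With no filter, 44235 genes in place of 14739 entered the adjustment. The p of Ncr1 went from 2.01e-05 to 1.94e-05 and its adjusted p from 0.033 to 0.0792, so the larger number of tests took the calls away there. The cause of the other shifts was not tested. The 45 genes were all called under the block, 42 of them under log2(FPKM + 0.1), and 36 with the trends removed.

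By the paper's list criteria, 538 lower and 461 higher genes became 197 and 126 with no filter on low FPKM, and 23 and 6 at an adjusted p under 0.05. The 1.2-fold counts of 706 and 666 became 236 and 161 with no filter, and 33 and 12 at an adjusted p under 0.05. The first follows from the larger number of tests and the second is a stricter limit. Under the block, log2(FPKM + 0.1), limma without trend, other biotypes or a mean FPKM above 1, these counts stayed within 1.5 times, from 470 to 663 lower and 368 to 575 higher by the list criteria. Lower genes outnumbered higher genes in each of these counts above 0. Quantile normalization had little to change, since the values already had nearly equal distributions, and the 1.2-fold count of lower genes went from 706 to 705.

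In all 43 named genes both libraries of one group were above both of the other, so their sign was fixed under every alternative run on them. The block made 17 of them pass an adjusted p under 0.05, and 13 no longer passed with limma without trend, 13 with no filter and 1 with log2(FPKM + 0.1). Leaving out a library gave fold changes only.

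Among lower genes, 2 Reactome sets had an adjusted p under 0.05. This became 1 with lists from the fit with the block, where Signaling by NOTCH had an odds ratio of 2.59, and 0 with lists at an adjusted p under 0.05, which placed 13 lower and 3 higher genes in the background. With those short lists the odds ratios of Chemokine receptors bind chemokines and Signaling by NOTCH were 0 among lower genes. Among higher genes they were 2.45 for Immune System, 7.96 for Transmembrane transport, and 0 for the chemokine, ion channel, lipid, interferon, antiviral and NOTCH sets. With lists from the block, the odds ratio was 1 for lipids among lower genes and 0.92 for Ion channel transport among higher genes. The cause was not tested.

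Against random lists, 7 marker lists were past an adjusted p of 0.05. Among them was the CCR6+ LTi-like list, with 11 of 21 genes lower (median -0.225, percentile 0.04, adjusted p = 0.0024 from random lists). It did not pass in limma's camera test (adjusted p = 0.456). The block leaves fold changes as they are in this design and the values already had nearly equal distributions, so neither alternative could move these lists by much. Some medians changed sign across the fits without one library. They ranged from -0.296 to 0.006 for the CCR6+ LTi-like list, from -0.115 to 0.011 for the interferon-induced list, from -0.784 to 0.101 for the myeloid list and from -0.165 to 0.364 for the proliferation list. They ranged from -0.12 to 0.247 for the activation list, from -0.023 to 0.188 for the stromal list and from -1.879 to 1.289 for the Y-linked list. Leaving out one library unbalances the library numbers, which the levels of Y-linked and myeloid genes followed in both groups, and this would move those 2 lists. Most tested genes of the proliferation list were also higher under number 1 in both groups. Birc5, for example, was at 7.64 and 2.54 FPKM in Brg1-sufficient libraries 1 and 2, and at 8.19 and 2.57 FPKM in Brg1-deficient ones. Others, such as Mki67, did not follow the number in both groups. The unbalanced numbers may therefore also move the proliferation list, which was not tested as a list. For the remaining lists the cause was not tested.

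The difference between accessibility classes was -0.20, and -0.90 with OCRs at the promoter only and -0.12 with genes above 5 FPKM. It ranged from -0.26 to -0.20 across the fits without one library.

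Size factors of edgeR or DESeq2, the edgeR likelihood ratio test, DESeq2's test and filters on counts were not run, because counts were not used here. The counts of genes were not made without one library, which leaves a group with 1 library. The unknown depth limits what can be said of genes listed at 0.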

Differences from the paper's values

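The paper's Fig. 7c shows about 1300 genes lower by more than 1.2-fold, read by eye, and 706 were found here. Besides the criteria of its gene list, the paper's methods define significantly changed genes by an FDR under 0.05 and an average FPKM above 1. Which of these the 1.2-fold counts used is not stated. Of the alternatives set before the data were examined, a mean FPKM above 1 in either group gave 953, which is within 1.5 times the paper's number. The block (849), log2(FPKM + 0.1) (709), no filter (236), quantile normalization (705), limma without trend (562) and an adjusted p under 0.05 (33) were not.

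In the paper's Supplementary Data 1, 335 lower and 215 higher genes have an FDR under 0.05. Here 23 lower and 6 higher genes met the same list criteria with an adjusted p under 0.05 from limma. None of the alternatives set before the data were examined closed the gap. The nearest was the replicate number as a block, with 190 lower and 102 higher genes. With log2(FPKM + 0.1) there were 23 and 5, with quantile normalization 23 and 6, and with no filter or with limma without trend 0 and 0, where 1400 and 1308 or 965 and 903 genes had an unadjusted p under 0.05.

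For 8 named genes the log2 fold change on log2(FPKM + 1) differed from the paper's by more than the replicate error. The paper's value was -3.44 for Bmp2 against -2.68 here, -3.25 for Ifng against -2.80, -4.19 for Il17rb against -2.93, -6.50 for Ccl1 against -3.97, -7.20 for Ccr8 against -4.17, and -4.02 for Timp3 against -3.32. It was 3.64 for Cpne4 against 2.71 here. With log2(FPKM + 0.1), these values were -3.22 for Bmp2, -3.10 for Ifng, -3.52 for Il17rb, -5.61 for Ccl1, -5.97 for Ccr8, -4.03 for Timp3 and 3.64 for Cpne4, each within the replicate error of the paper's. For Tbx21, the paper's value was -2.42 against -1.54 here, and log2(FPKM + 0.1) gave -2.13. That was still outside the replicate error, which was taken on log2(FPKM + 1). The Brg1-deficient mean FPKM of Tbx21 was 21.3% of the Brg1-sufficient mean, and no constant is added in that ratio. The gap may therefore come from the scale alone. Without Brg1-sufficient replicate 2, Bmp2 (-3.11), Il17rb (-3.68) and Ccl1 (-5.27) were also within the error, as was Ifng (-3.15) without Brg1-sufficient replicate 1. The block, no filter and limma without trend leave a gene's log2 fold change as it is, and quantile normalization found nearly equal distributions, so none of these could close the gap for the 8 genes.

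For upregulated genes the paper reports over-representation of ion transmembrane transport, lipid metabolism and the response to virus. Those gene ontology terms were not tested here. The nearest Reactome sets, which hold other genes, had adjusted p-values of 0.161 for lipids, 0.807 for Ion channel transport, 0.864 for Transmembrane transport, 0.581 for Interferon Signaling and 0.628 for the antiviral mechanism, from Fisher's exact test. The paper lists all 34 of the genes it names as significantly changed. By its list criteria all 34 also pass here, and at an adjusted p under 0.05 from limma 4 pass, or 21 with the replicate number as a block.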

Other observations

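The tests of the T cell receptor segments, of the paper's list criteria around Thy1 and of myeloid RNA by replicate number were chosen after the result was seen, and that of X-linked genes after the pattern it addresses was seen.

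Chance and bias were tested for the 45 genes with an adjusted p under 0.05. The 4 libraries can be split into 2 groups of 2 in 3 ways, and 1 of the 3 splits, the real one, gave as many genes. The split of numbers 1 against 2 and the crossed split gave 0 and 0 genes (389 and 307 at an unadjusted p under 0.05), and of these only the crossed split parts same-numbered libraries as the real one does. Both of these splits mix the genotypes within each group, which widens the spread there if genotype matters. Their 0 calls are therefore no estimate of the calls that chance gives. With 3 splits the share cannot be under 0.05. After the trends on transcript length and GC content were removed, 40 genes were called. Thy1 on chromosome 9 differs between the donors. Of 249 genes within 20 Mb of it, 0 had an adjusted p under 0.05 (one-sided Fisher's exact p = 1), but 0.76 were expected, so this count cannot exclude strain variants. Of 147 protein-coding genes there with a mean FPKM above 5, 25 (17.0%) passed the paper's list criteria, against 974 of 7942 (12.3%) elsewhere (one-sided Fisher's exact p = 0.0588). Xist in Brg1-deficient libraries was at 126% of its Brg1-sufficient mean, and it did not separate the groups.

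The larger number of lower than higher genes cannot be told apart from the normalization. The median log2 fold change of the genes tested was 0.028, and in values with equal distributions it would be near 0 whatever the cells did. The normalization also sets single values. Il22 was at 8328 and 10408 FPKM in Brg1-sufficient ILC3s and at 21159 and 10408 FPKM in Brg1-deficient ILC3s, so that 2 libraries share one value and 1 holds the largest value of the table.

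Ccr8, Ccl1 and Il17rb were lower in Brg1-deficient ILC3s, and a candidate explanation is that ILC2s were carried over into the sort of Brg1-sufficient cells. The other 14 genes of the ILC2 list had a median log2 fold change of -1.10, at percentile 0 of random lists. They were also higher in Brg1-sufficient library 1 than in library 2, by a median of 0.73 on the log2 scale (percentile 99.99), as were the 3 genes. Calca, for example, was at 112.7 and 15.9 FPKM in the Brg1-sufficient libraries and at 0.88 and 0.58 FPKM in the Brg1-deficient libraries. The sorts used Thy1 and CD45, and the donors of the groups differ in the Thy1 allele that the gates used. A loss of ILC2 gene expression within ILC3s cannot be told apart from such carry-over.

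Tbx21 and Ncr1 were lower in Brg1-deficient ILC3s. If fewer NKp46+ cells were in that sort, other genes of ILC1s and NK cells would be lower too. The other 17 genes of that list had a median log2 fold change of -0.81, at percentile 0 of random lists, and 15 of all 19 were lower, while Gzma (2.01) and Klrk1 (0.70) were higher. By flow cytometry of mixed chimeras, the paper found a lower share of NKp46+ cells among Brg1-deficient ILC3s of the small intestine. It also found lower Tbx21 mRNA in sorted NKp46- ILC3s of mice that were not chimeras. How much the values per cell and the share of NKp46+ cells each contribute cannot be told apart in these libraries.

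RNA of other cell types was tested with lists of their genes, and 4 lists lay outside random lists at an adjusted p under 0.05. The B and plasma cell list was lower (5 of 5 genes, median -1.23, adjusted p = 8e-04), as were the T cell list (9 of 9 genes, median -0.72, adjusted p = 0.0024) and the myeloid list (10 of 14 genes, median -0.24, adjusted p = 0.0418), whose median was 0.10 without Brg1-deficient replicate 1. The epithelial list was higher (5 of 7 genes, median 0.87, adjusted p = 0.0024). Each adjusted p is from random lists with Benjamini-Hochberg adjustment. In limma's camera test, the B and plasma cell list (adjusted p = 0.000154) and the T cell list (adjusted p = 0.000314) also passed, and the myeloid list (adjusted p = 0.121) and the epithelial list (adjusted p = 0.0627) did not. With the replicate number as a block, camera gave the last 2 lists adjusted p-values of 0.0224 and 0.0467. In the B cell list 4 of the 5 genes, Cd74, H2-Aa, H2-Ab1 and H2-Eb1, belong to antigen presentation by MHC class II, which is not limited to B cells, and in the epithelial list Krt18 went from 2.75 to 14.3 FPKM while Epcam went from 1.50 and 1.79 to 0.68 and 0.54 FPKM and Fabp1 was at 0 and 0.07 FPKM in the Brg1-deficient libraries, which goes against more epithelial RNA there. Mature B and T cells are not an expected source of the first 2 lists, since the donors lacked Rag1 and the recipients lacked Rag2. Different amounts of myeloid cells in the sorts may contribute to the differences between groups, and a change within ILC3s cannot be told apart from them.

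T cell receptor gene segments passed the list criteria more often than other genes with a mean FPKM above 5, in 10 of 17 (58.8%) against 1202 of 9078 (13.2%; one-sided Fisher's exact p = 1.36e-05). Of these, 9 were lower in Brg1-deficient ILC3s, among them Trbc1 (86.5 to 10.4 FPKM) and Tcrg-C4 (100.4 to 17.6 FPKM), and Trgj1 was higher (38.9 to 105.3 FPKM). These names were chosen after their values were seen. The T cell list was also lower, at percentile 0.04 of random lists, but both donors lacked Rag1 and the recipients lacked Rag2, so mature T cells are not an expected source, and the rise of Trgj1 goes against it too. Transcription of unrearranged segments in ILC3s or in other cells of the sort was not tested.

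Smarca4 kept 56.2% of its expression in Brg1-deficient ILC3s. Brg1-sufficient cells in that sort would set a floor under the genes that they express as the Brg1-sufficient sort does. Yet 46 protein-coding genes above 5 FPKM in both Brg1-sufficient libraries had a ratio of their higher Brg1-deficient to their lower Brg1-sufficient value under 0.5 times that of Smarca4. Genes of cells carried over into the Brg1-sufficient sort, as may be so for ILC2 genes, would have no such floor. The count was not made without them, so it does not exclude Brg1-sufficient cells in that sort. In mice of the Brg1-deficient donor genotype, the paper reports efficient loss of Brg1 in ILC3s by real-time RT-PCR and flow cytometry. Transcripts of the recombined allele could give such a remainder and were not tested, since values per exon were not used here.

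Libraries of the same number shared the levels of some genes in both groups, although their deviations were not correlated across genes. Xist was at 34.4 and 43.4 FPKM in the Brg1-sufficient and Brg1-deficient libraries numbered 1, and at 5.89 and 7.53 FPKM in those numbered 2. Ddx3y was at 34.2 and 15.8 FPKM in the former and at 138.6 and 143.1 FPKM in the latter. A different mix of donor sexes behind each number would also raise X-linked genes that escape X inactivation. A list of 5 such genes was higher in the libraries numbered 1, by a median of 0.28 on the log2 scale (percentile 98.7 of random lists). The myeloid list was higher in the libraries numbered 2 by a median of 0.64 (percentile 100), with Lyz2 at 84.1 and 64.4 FPKM under number 1 and at 202.5 and 191.9 FPKM under number 2. These levels suggest that the numbers may pair the libraries by donors or by sort, and the groups were balanced in both. A biological explanation was not tested.

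Programmes that the paper measured in other ways were tested as well. The proliferation list had a median log2 fold change of 0.11, at percentile 78.97 of random lists, in Brg1-deficient ILC3s, where more cycling cells would have placed it near the top. Of its 31 genes tested, 17 were higher and 14 lower. Mki67, the gene of Ki-67, was at 1.83 and 2.54 FPKM in Brg1-sufficient and at 4.25 and 2.69 FPKM in Brg1-deficient libraries. Its log2 fold change was 0.476 (standard error 0.299, unadjusted p = 0.168 from limma). The interferon-induced list had a median of -0.05, at percentile 11.47, although Cxcl10 alone had a log2 fold change of 1.57. Neither test gave a difference for the programme as a whole.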
